# Dissection of the *Caenorhabditis elegans* Microprocessor

**DOI:** 10.1093/nar/gkac1170

**Published:** 2023-01-04

**Authors:** Thuy Linh Nguyen, Trung Duc Nguyen, Minh Khoa Ngo, Tuan Anh Nguyen

## Abstract

Microprocessor (MP) is a complex involved in initiating the biogenesis of microRNAs (miRNAs) by cleaving primary microRNAs (pri-miRNAs). miRNAs are small single-stranded RNAs that play a key role in the post-transcriptional regulation of gene expression. Thus, understanding the molecular mechanism of MP is critical for interpreting the roles of miRNAs in normal cellular processes and during the onset of various diseases. MP comprises a ribonuclease enzyme, DROSHA, and a dimeric RNA-binding protein, which is called DGCR8 in humans and Pasha in *Caenorhabditis elegans*. DROSHA cleaves stem-loop structures located within pri-miRNAs to generate pre-miRNAs. Although the molecular mechanism of human MP (hMP; hDROSHA-DGCR8) is well understood, that of *Caenorhabditis elegans* MP (cMP; cDrosha-Pasha) is still largely unknown. Here, we reveal the molecular mechanism of cMP and show that it is distinct from that of hMP. We demonstrate that cDrosha and Pasha measure ∼16 and ∼25 bp along a pri-miRNA stem, respectively, and they work together to determine the site of cMP cleavage in pri-miRNAs. We also demonstrate the molecular basis for their substrate measurement. Thus, our findings reveal a previously unknown molecular mechanism of cMP; demonstrate the differences between the mechanisms of hMP and cMP; and provide a foundation for revealing the mechanisms regulating miRNA expression in different animal species.

## INTRODUCTION

microRNAs (miRNAs) are small non-coding RNAs of ∼22 nucleotides (nt) in length that post-transcriptionally repress gene expression (1–3). In animals, most miRNAs are generated by an evolutionarily conserved pathway called miRNA biogenesis, which involves two RNase III enzymes, Microprocessor and DICER. Microprocessor (MP) is a complex located in the nucleus, which consists of DROSHA partnered with a double-stranded RNA-binding protein called DGCR8 in humans or Pasha in *Drosophila melanogaster* and *Caenorhabditis elegans*. The MP cleaves primary miRNAs (pri-miRNAs) to generate precursor miRNAs (pre-miRNAs). The resulting pre-miRNAs are transported to the cytoplasm, where DICER catalyzes the second cleavage to liberate miRNA duplexes of ∼22 bp (1,2). In *C. elegans*, this event is carried out by the human DICER homolog DCR-1 (4–6). These miRNA duplexes are loaded onto an Argonaute protein (AGO), which selects one of the two miRNA strands. In *C. elegans*, miRNAs are sorted into their AGO proteins, ALG-1, ALG-2 and ALG-5 (4,7–10). The resulting miRNA-AGO complex finds and silences the expression of the target mRNAs (1,2,11,12). The fidelity and efficiency of Microprocessor and DICER are critical for the maturation of miRNAs and, in turn, their cellular functions.

MP complexes were discovered in 2004 in many animals, including *C. elegans*, *D. melanogaster*, and humans (13–16). MPs are essential for miRNA biogenesis and normal cellular physiology in animals. For example, in human cells, depletion of DROSHA or DGCR8 results in a profound reduction of miRNA expression and cellular growth (17,18). In mice, DGCR8 knockout is embryonic lethal (at an early stage) (19). In *C. elegans*, MP-depleted embryos fail to undergo morphogenesis and organogenesis (20). Although MPs have been found in all animals, in the past two decades, the molecular mechanism of MP has only been extensively investigated in humans. Thus, the molecular mechanisms of MP in other animals, including *C. elegans*, are still largely unknown.

In the current understanding of the hMP mechanism, human DROSHA (hDROSHA) measures ∼13 bp from the basal junction of pri-miRNAs to the cleavage sites (21,22). The ∼13-bp measurement of hDROSHA requires its double-stranded RNA-binding domain (dsRBD) and the Belt helix in its central domain (23,24). hDROSHA also recognizes the UG and mGHG motifs located at the basal junction and in the lower stem of pri-miRNAs, respectively (21,25–27). midBMW, containing bulges, mismatches, or wobble bp in positions 10–12 from the cleavage sites, inhibits the unproductive cleavage of hDROSHA, and thus enhances its productive cleavage (28,29). Human DGCR8 (hDGCR8) binds to the apical loop and the UGU motif ∼22 bp away from the cleavage site (18,21,22,25,30,31). Although hDGCR8 neither measures the length of the stem nor determines the cleavage sites of hMP, it is essential for the hMP cleavage process in multiple ways. For example, it prevents unproductive cleavage by hDROSHA, which cleaves at the upper stem pri-miRNAs using apical junction recognition. hDGCR8 also increases the cleavage accuracy of hDROSHA by preventing alternative cleavages from occurring around the productive cleavage sites (21). Another motif, CNNC, is enriched in the 3p-segment of pri-miRNAs. This does not directly interact with hMP, but it binds to SRSF3, which recruits hDROSHA to the basal junction for more efficient and accurate cleavage (25,32,33). While CNNC and various other motifs (i.e. UG, mGHG, UGU) are known to be enriched in human pri-miRNAs and conserved in the pri-miRNAs of many organisms from flies to humans, UG, UGU and CNNC are not enriched or conserved in *C. elegans* pri-miRNAs (25,26,34). In contrast, midBMW are found in pri-miRNAs from many organisms, including humans and *C. elegans* (28,29).

Discovered at the same time as hMP, *C. elegans* Microprocessor (cMP) is composed of *C. elegans* Drosha (cDrosha) and Pasha, a homolog of hDGCR8 (13). The domain structures and polypeptide sequences of cMP and hMP are similar (i.e. according to the BLAST comparison function, hDROSHA and cDrosha share 36% polypeptide identity, and DGCR8 and Pasha share 25% polypeptide identity). However, when *C. elegans* pri-miRNAs (cel-pri-miRNAs) were ectopically expressed in human cells, they were not cleaved efficiently by hMP (25,34). This is because hMP requires multiple structures and sequencing motifs (i.e. UG, UGU, and CNNC, absent in cel-pri-miRNAs) to precisely and efficiently cleave pri-miRNAs. This suggests that cMP and hMP might utilize distinct substrate interaction approaches and cleavage mechanisms. Here, we revealed the molecular mechanism of cMP by conducting high-throughput (HT) cleavage assays for all the annotated cel-pri-miRNAs with cMP. In addition, we dissected the roles of cDrosha and Pasha in determining the cleavage sites of cMP; explained their substrate measurement; and provided a mechanistic explanation for the alternative cleavages.

## MATERIALS AND METHODS

### Plasmid construction

The pXab-cel-Drosha and pXG-cel-Pasha (PASH-1) plasmids were constructed as previously described (35). The mutant protein-encoding plasmids were generated from these 2 original plasmids using either the In-Fusion cloning or the T4 DNA ligation method. The cloning primers and methods are listed in Supplementary Table S1.

### Recombinant protein purification

The purification of cMP wild-type (WT) or mutant was performed as previously described (35). The cDrosha was prepared as the cDrosha-NLScPa2 complex, in which NLS is a nuclear localization sequence (PKKKRKV), and cPa2 is the fragment of Pasha (amino acids 595–751). The purification of the cDrosha-NLScPa2 complex was performed in a similar way to that of cMP (35). The hDROSHA was prepared as the D3-G2 complex (28). The hMP was prepared as the NLSD3-DGCR8 complex (36). D3 and G2 are the fragments of DROSHA (amino acids 390–1365) and DGCR8 (amino acids 701–773), respectively. NLS is a nuclear localization sequence (PKKKRKV).

### *C. elegans* pri-miRNA substrate preparation

Each DNA sequence coding for pri-miRNAs contained a DNA sequence coding for pre-miRNA and its 30 bp upstream and 25 bp downstream sequence in the *C.elegans* genomic DNA. Each pri-miRNA-coding DNA was added with a T7 promoter sequence at its 5p-end to generate a DNA template for *in vitro* transcription (IVT), so-called IVT-DNAs. The IVT-DNAs were synthesized by 2 methods. Twenty IVT-DNAs were produced by Phusion™ Hot Start II DNA Polymerase (Thermo Scientific) in the PCR reaction using a pair of primers and *C.elegans* genomic DNA or a synthetic ssDNA backbone as PCR template. One hundred and seventeen IVT-DNAs were made by Klenow Fragment (Thermo Scientific), which extended the partial dsDNAs generated from annealing pairs of synthetic ssDNAs. The primer sequences and synthesis methods for each IVT-DNA are shown in Supplementary Table S2. The pri-miRNAs were synthesized in a 20 μl IVT reaction mixture containing 200 ng IVT-DNA using the MEGAscript T7 Kit (Invitrogen). The IVT mixture was incubated at 37°C for 12 h. The IVT-DNA templates were then digested using TURBO DNase (Thermo Scientific). The reaction mixture was treated with 20 μl 2x TBE-Urea buffer and denatured at 75°C for 5 min. The denatured RNA was loaded onto a pre-run 10% Urea-PAGE. The RNA at the expected size was gel-purified and air-dried. Finally, the RNA was dissolved in distilled water and stored at -80°C for later use.

### *In vitro* pri-miRNA cleavage assay

The pri-miRNA cleavage assay was performed in 10 μl of a buffer containing 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 10% glycerol, 0.2 μg/μl BSA, 1 mM DTT and 2 mM MgCl_2_. Each cleavage reaction contains 4 pmol of RNA substrate. We used 0.4 pmol of *C. elegans* Drosha (cDrosha), 0.2 pmol of *C. elegans* Microprocessor (cMP) (WT or mutant), 12 pmol of human DROSHA (hDROSHA, D3-G2), and 2 pmol of human Microprocessor (hMP, NLSD3-DGCR8) (otherwise stated in the figure legends) in one cleavage reaction. The human protein amounts were estimated by Bradford protein assays. The *C. elegans* proteins were estimated by comparing them with the standard proteins (BSA) in the SDS-PAGE. The reaction was incubated at 37°C for 2 h. After that, the reaction was terminated by adding 10 μl of 2× TBE–urea sample buffer, immediately chilled on ice, and added with 20 μg proteinase K (Thermo Fisher). The incubation was kept at 37°C for 15 min, followed by 50°C for 15 min, and finally at 95°C for 5 min. The cleavage mixture was resolved on a pre-run 12% urea-PAGE in 1× TBE buffer, and the gel was run at 300 V for 50 min. The gel was stained with SYBR™ Green II RNA Gel Stain (Invitrogen) for 10 min and imaged by the Bio-Rad Gel Doc XR+ system. The RNA band intensities were measured using Image Lab 5.0. The cleavage sites of enzymes in the cleavage assays were determined by the F2 sequencing or referred from the HT cleavage assays in this study, the lengths of cleaved products in the gels, and previous reports (28,36).

### High-throughput cleavage library preparation

We collected 145 *C. elegans* pri-miRNAs from MirGeneDB v2.0 (37) and discarded seven duplicated pri-miRNAs sharing the same miRBase ID (38). Cel-pri-mir-229 is also excluded since its length is longer than 150 nt. As a result, 137 pri-miRNAs were selected and synthesized to generate a *C. elegans* pri-miRNA pool. We used 12 pmol of cel-pri-miRNA pool and 2.4 and 1.2 pmol of cDrosha and cMP, respectively. The HT pri-miRNA cleavage reaction was then carried out similarly as described above.

The cleaved RNA products (50–70 nt) from the HT cel-pri-miRNA cleavage reactions were gel-purified and then dissolved in 10 μl distilled water. An equal amount of hsa-pre-mir-16-1, obtained from the cleavage of hsa-pri-mir-16–1 by hMP, was mixed into the RNA products from the cleavage of each enzyme to serve as a cloning control. The resulting RNA mixture was ligated to 10 pmol of 3′-adapter (4N-RA3, /5rApp/NN NNT GGA ATT CTC GGG TGC CAA GG/3ddC/) in a 20 μl reaction mixture containing 1 μl T4 RNA Ligase 2, truncated KQ (NEB, M0373L), 2 μl 10× T4 RNA ligase buffer, 6 μl of 50% PEG8000, and 0.5 μl of SUPERase•In RNase inhibitor (20 U/μl). The mixture was incubated at 25°C for 16 h. After that, it was treated with 20 μl 2× TBE–urea sample buffer, denatured at 75°C for 5 min, and loaded onto a pre-run 12% urea-PAGE. The RA3-ligated RNAs were gel-purified and dissolved in distilled water. The dissolved RA3-ligated RNAs were ligated to 10 pmol of 5′-adapter (RA5-4N, GUU CAG AGU UCU ACA GUC CGA CGA UCN NNN) in a reaction mixture containing 1 μl T4 RNA ligase I (NEB, M0204L), 2 μl 10× T4 RNA ligase buffer, 6 μl of 50% PEG8000, and 0.5 μl of SUPERase•In RNase inhibitor (20 U/μl). The reaction was kept at 25°C for 16 h. The RA5/RA3-ligated RNAs were reverse transcribed with R-RA3 primer (TTG GCA CCC GAG AAT TCC A) using Superscript IV reverse transcriptase (Invitrogen, 18090050). The resulting cDNA was PCR-amplified using a pair of sequencing primers RP1 (AAT GAT ACG GCG ACC ACC GAG ATC TAC ACG TTC AGA GTT CTA CAG TCC GA) and one of RPIx.

Ten pmol of the pri-miRNA pool were ligated with 30 pmol of 3′-adapter, similarly as described above for the cleaved RNAs. The RA3-ligated RNAs were reverse transcribed with the cirRTP primer (/5Phos/NNN NNN GA TCG TCG GAC TGT AGA ACT CTG AAC /iSp18/CC TTG GCA CCC GAG AAT TCC A) using Superscript IV reverse transcriptase (Invitrogen, 18090050). The cDNA was treated with 0.1 mM NaOH at 95°C for 5 min to eliminate the RNAs and gel-purified. The purified cDNAs were circularized using the CircLigase™ ss-DNA Ligase (Epicentre, CL4115K) and loaded onto a pre-run 18% urea-PAGE. The circular DNAs were gel-purified and PCR-amplified using sequencing primers RP1 (AAT GAT ACG GCG ACC ACC GAG ATC TAC ACG TTC AGA GTT CTA CAG TCC GA) and one of RPIx.

The DNA libraries were sequenced with Illumina NovaSeq 6000 system in 150 bp paired-end mode. Sequencing data were deposited in Gene Expression Omnibus (GEO) with the accession number GSE212229 (reviewer access: kferoaumvzyzheh).

### High-throughput cleavage library processing and analysis

First, cutadapt was used to remove adapters from both ends of raw reads (-a TGGAATTCTCGGGTGCCAAGG -A GATCGTCGGACTGTAGAACTCTGAAC) (39). Next, fastq-join were applied to join paired-end reads (-p 5) (40). The low-quality joined reads and duplicated reads were removed using fastq_quality_filter (-q 20 -p 90) and fastx_collapser, respectively (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Then, the randomized barcodes at both ends of the remaining reads were trimmed by cutadapt (-u 4 -u -6: 4 nt in 5p-end and 6 nt in 3p-end for reads in control samples, -u 4 -u -4: 4 nt at both ends for reads in product samples) (39). Next, bowtie2 was used to map the trimmed reads the build-in reference which contains the sequences of 137 *C. elegans* pri-miRNAs (–local –norc -p 4 -k 5) (41). The pri-miRNA sequences contain 30- and 25-nt extensions from 5p- and 3p-ends of pre-miRNA sequences, respectively. Additionally, GGG also was appended to the 5p-end of pri-miRNA reference sequences to represent the genuinely pri-miRNAs generated from IVT. The unique mapped reads were collected. The 132 out of 137 pri-miRNAs with more than 20 read counts in the control sample were taken for further analysis. For the control sample, the raw counts were normalized as counts per million. For cleaved product samples, the raw counts were normalized by that of hsa-pre-miR-16-1, serving as an internal control of the cleaved products in the cloning process. Then, normalized counts were multiplied with a scaling factor of 1,000 to make the normalized counts higher than 0.1.

We assigned 5p and 3p-ends of annotated pre-miRNAs in MirGeneDB as CL0. The product reads, whose 5p or 3p-ends ranged from CL-5 to CL5, were selected for further analysis. Let P be the position ranging from CL-5 to CL5 on the 5p-strand of pri-miRNAs, N_P_ be the normalized counts of the RNA products cleaved at position P; N_S_ be the normalized counts of the pri-miRNA in the control sample, and 0.1 be a pseudocount. The global cleavage efficiency score was calculated as log_2_(∑*N*_P_ + 0.1) – log_2_(*N*_S_ + 0.1). The cleavage efficiency score at position P was calculated as log_2_(*N*_P_ + 0.1) – log_2_(*N*_S_ + 0.1). The cleavage accuracy score at position P was calculated as *N*_P_/∑*N*_P_.

The cleavage site changes between each cMP mutant and its WT were quantified using the Kullback–Leibler divergence (42) that compared the distributions of cleavage accuracy scores from CL-5 to CL5 on the 5p-strand.

### Secondary structure analysis of pri-miRNAs

We collected 10,895 pri-miRNA sequences (20-nt extension at both ends of pre-miRNA sequences) from 45 species in MirGeneDB v2.0 (37). We removed duplicated pri-miRNAs with similar miRBase IDs (mirbase.org (38)). Secondary structures of pri-miRNAs were predicted using RNAfold (43). The pri-miRNAs with multiple loops were discarded. The fraction of mismatches at different positions along the pri-miRNA stems was determined for the 5p-strand only.

The basal and apical junctions were determined where the stems were separated into single-stranded regions with at least 3 mismatches from position -10 to -25 and from position +21 to +30 on 5p-strands of pri-miRNAs, respectively. The 5p-end of pre-miRNAs was assigned as position 0. The distances of cleavage sites to basal and apical junctions were estimated as the number of bp between them.

The UG and UGU/GUG motifs were examined between positions –14 to –12 and +21 to +26 on the 5p-strands of pri-miRNAs, respectively. The midBMW pri-miRNAs contained the unmatched or wobble bp between positions +10 to +12 on the 5p-strands of pri-miRNAs. The CNNC motif was scanned from positions –16 to –21 on the 3p-strands of pri-miRNAs. mGHG was investigated from positions –5 to –3 on the 3p-strands of pri-miRNAs. Noted that pri-miRNAs containing any bulges between positions –5 to –3 on the 3p-strands were excluded from mGHG investigation. The mGHG pri-miRNAs are those pri-miRNAs containing the mGHG motif with the mGHG score >38 (27).

## RESULTS

### High-throughput *C. elegans* pri-miRNA cleavage assays for cDrosha and cMP

The cDrosha and cMP complexes were prepared as described in the Materials and Methods (Supplementary Figure S1A, B). The cleavage activity of cDrosha and cMP was preliminarily assessed with four cel-pri-miRNAs (Supplementary Figure S1C, D), after which HT cleavage assays were conducted for cDrosha and cMP (cDrosha-Pasha) with all the 137 cel-pri-miRNAs listed in the MirGeneDB v2.0 (37). These cel-pri-miRNAs and their cleaved products (F2, pre-miRNAs) were cloned and sequenced using NGS (Figure 1A, Supplementary Figure S1E). 

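In these assays, 12 pmol of the pool of 137 cel-pri-miRNAs was incubated for 2 h at 37°C with 2.4 pmol of cDrosha or 1.2 pmol of cMP. The control library was made from 10 pmol of the uncleaved pool. The cleaved products were gel-purified by size, and an equal amount of hsa-pre-mir-16-1 was mixed into the products of each enzyme as a cloning control. The authors trimmed the adapters, joined the read pairs, removed low-quality reads and collapsed identical reads while the randomized barcodes were still attached. For the products, the barcodes were 4 nt at both ends. The remaining reads were mapped to the reference sequences, and the reads that mapped to 1 place were counted. Each reference sequence holds GGG, 30 nt of upstream sequence, the pre-miRNA and 25 nt of downstream sequence. The deposited values are raw counts of such reads without normalization. They are given per cel-pri-miRNA for the control and per start and end position for the products. The control library held 504937 counts. The cDrosha library held 1947144 counts, of which 2890 were hsa-pre-mir-16-1, and the cMP library held 1393396 counts, of which 2526 were hsa-pre-mir-16-1. Each condition was sequenced as 1 library, so there are no replicates. Intervals of shares are Wilson 95% confidence intervals (CI), and they cover counting error only. Medians over cel-pri-miRNAs are given with a 95% CI from their order statistics, which covers the spread between cel-pri-miRNAs and not the error of a repeated experiment.
F2 products were counted where the 5p-end lay from CL-5 to CL5, that is within 5 nt of the annotated 5p-end of the pre-miRNA (CL0). Such products made up 48.0% of the cel-pri-miRNA product counts of cDrosha and 73.3% of those of cMP. The 3p-end also lay within 5 nt of its annotated position in 74.5% of these F2 counts for cDrosha and in 90.6% for cMP. Product counts were divided by the hsa-pre-mir-16-1 count of the same library and multiplied by 1000, and control counts were scaled to a library total of 1000000 counts (CPM). Efficiency and accuracy scores were then computed with the formulas of the paper's methods, including the pseudocount of 0.1. A cel-pri-miRNA was used for an enzyme when it had at least 20 control counts and at least 20 F2 counts, which 131 cel-pri-miRNAs had for cDrosha and 131 for cMP. Their median F2 count was 3406 (45 to 66358) for cDrosha and 3759 (30 to 88951) for cMP.

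**Figure D1:**
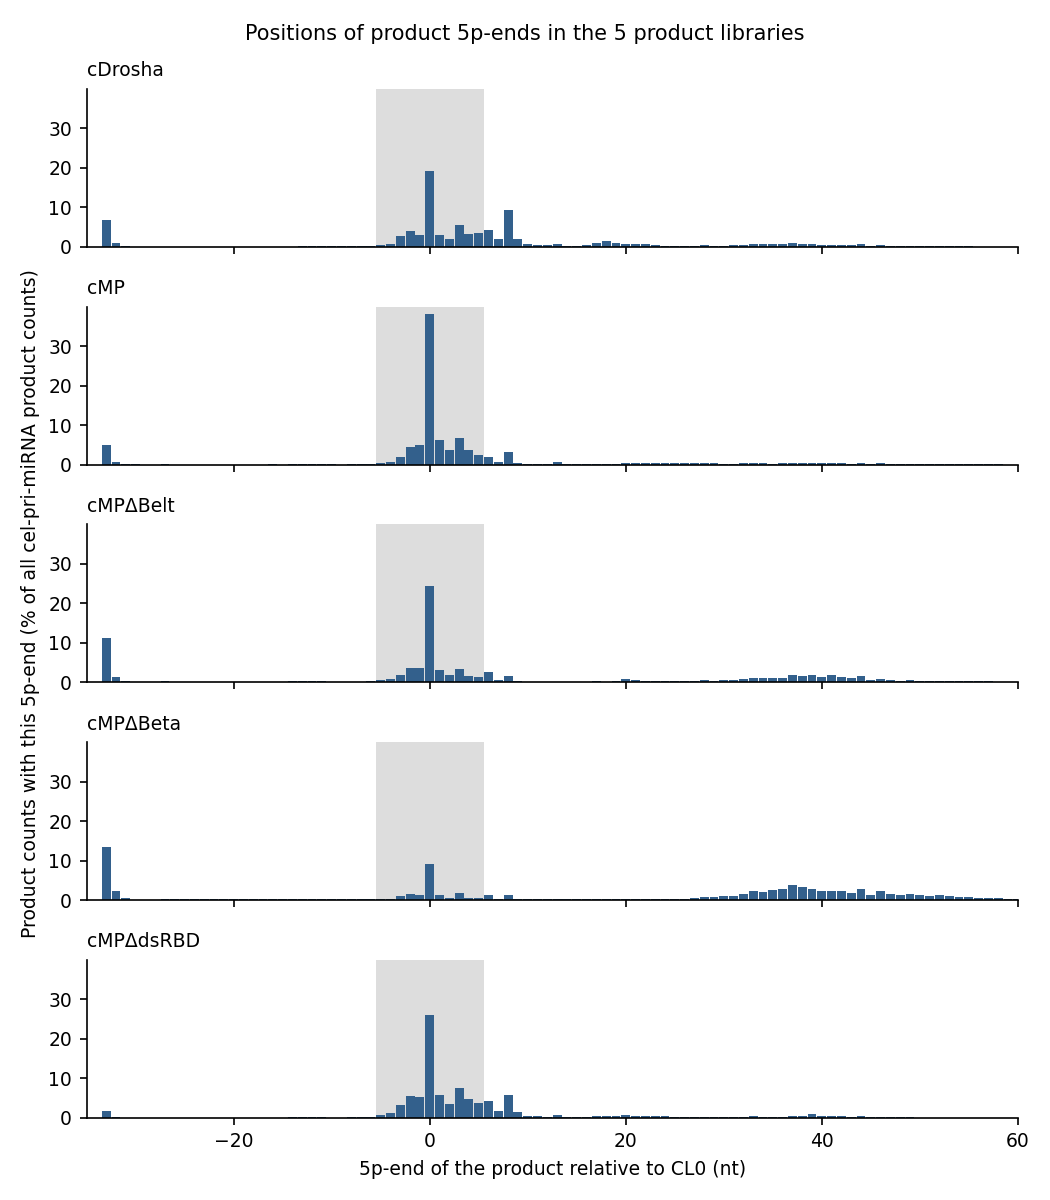
Share of the cel-pri-miRNA product counts (%, y axis) by the position of the product's 5p-end relative to CL0 (nt, x axis) in the 5 product libraries, that is cDrosha, cMP and 3 cMP mutants, with CL-5 to CL5 shaded in grey. CL0 holds 38.1% of the counts for cMP and 19.3% for cDrosha, and position -33 is the first nt of the transcripts.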

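Control counts of 136 cel-pri-miRNAs were analysed, with a median of 2509 counts per cel-pri-miRNA. Counts ranged from 2 to 42403, so the least and the most abundant substrates in the pool were far apart. Below a minimum of 20 counts were cel-mir-1822 with 6 counts, cel-mir-790 with 4, cel-mir-50 with 2 and cel-mir-63 with 2, and the control count of cel-mir-49 was not analysed here. With a minimum of 100 control counts, 128 cel-pri-miRNAs were left.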

After sequencing, 132/137 cel-pri-miRNAs, which contained >=20 raw counts in the control samples (i.e. the pri-miRNA sample), were identified (Figure 1B). 

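The overhang of an F2 product was read from the shifts of its 5p-end and its 3p-end relative to the annotated pre-miRNA ends, which were taken to leave 2 nt at the 3p-end. Products with both ends within 5 nt of the annotated ends were used. For cDrosha, 419049 of 695528 such counts had a 2-nt 3p overhang (60.2%, 95% CI 60.1 to 60.4%). For cMP, it was 559752 of 923365 counts (60.6%, 95% CI 60.5 to 60.7%). The next most frequent overhang was 3 nt, with 6.34% of the counts for cDrosha and 7.36% for cMP. Per cel-pri-miRNA, the share with 2 nt had an interquartile range from 48.1 to 71.1% for cDrosha and from 48.7 to 73.6% for cMP. The 2-nt overhang was the most frequent one in 119 of 130 cel-pri-miRNAs for cDrosha and in 120 of 130 for cMP. The mean of the shares per cel-pri-miRNA was the alternative that moved the cDrosha value most, to 56.2%.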

Most of the F2 fragments resulting from the cDrosha or cMP cleavage contained 2 nt overhanging at their 3p-ends, indicating that they were typical products of RNase III enzymes (Figure 1C). In addition, the cleavage efficiency of cMP was higher than that of cDrosha, indicating the stimulatory effect of Pasha on the cleavage activity of cDrosha (Figure 1D). 

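The median global cleavage efficiency score was -1.91 for cDrosha (95% CI -2.14 to -1.51) and -1.54 for cMP (95% CI -1.84 to -1.25), each over 131 cel-pri-miRNAs. Within the same cel-pri-miRNA, the score of cMP minus that of cDrosha had a median of 0.27 (95% CI 0.065 to 0.55). It was positive for 78 cel-pri-miRNAs and negative for 53, and its interquartile range was -0.23 to 0.99. Limited to cel-pri-miRNAs with at least 100 F2 counts, the median was 0.23, and its 95% CI of -0.0094 to 0.47 included 0. The enzyme amounts differed, with more cDrosha than cMP in the reaction. Of the alternatives that changed a single choice, counting F2 products with both ends in the window moved the difference most, to 0.63. With CPM in place of hsa-pre-mir-16-1 for the scale of the products, the median difference was 0.56, with 102 cel-pri-miRNAs higher for cMP and 29 lower. From the higher efficiency of cMP, the paper concludes that Pasha stimulates the cleavage activity of cDrosha (Figure 1D).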

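A midBMW is an unmatched or wobble base pair at positions +10 to +12 on the 5p-strand, with the first nt of the pre-miRNA as position 0. On structures predicted with RNAfold from the pre-miRNA with 20-nt extensions, 106 of the 131 cel-pri-miRNAs had a midBMW and 25 had none. The median efficiency score of cDrosha was -1.94 with a midBMW and -1.73 without, a difference of -0.21. Among 10000 random lists of the same size matched on control counts, this difference was at the 29.9th percentile. For cMP, the median was -1.50 with a midBMW and -1.61 without, a difference of 0.11 at the 52.3rd percentile of the random lists. Neither difference stood out from those of random lists. When the first nt of the pre-miRNA was taken as position 1, 105 cel-pri-miRNAs had a midBMW, the cDrosha difference was 0.62 and the cMP difference 1.14. The former was at the 87.85th percentile of the random lists and the latter at the 99.1st.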

Consistent with findings in hMP (28,29), cDrosha and cMP exhibited higher cleavage efficiency in cel-pri-miRNAs containing midBMW (Supplementary Figure S1F).

**Figure 1.**
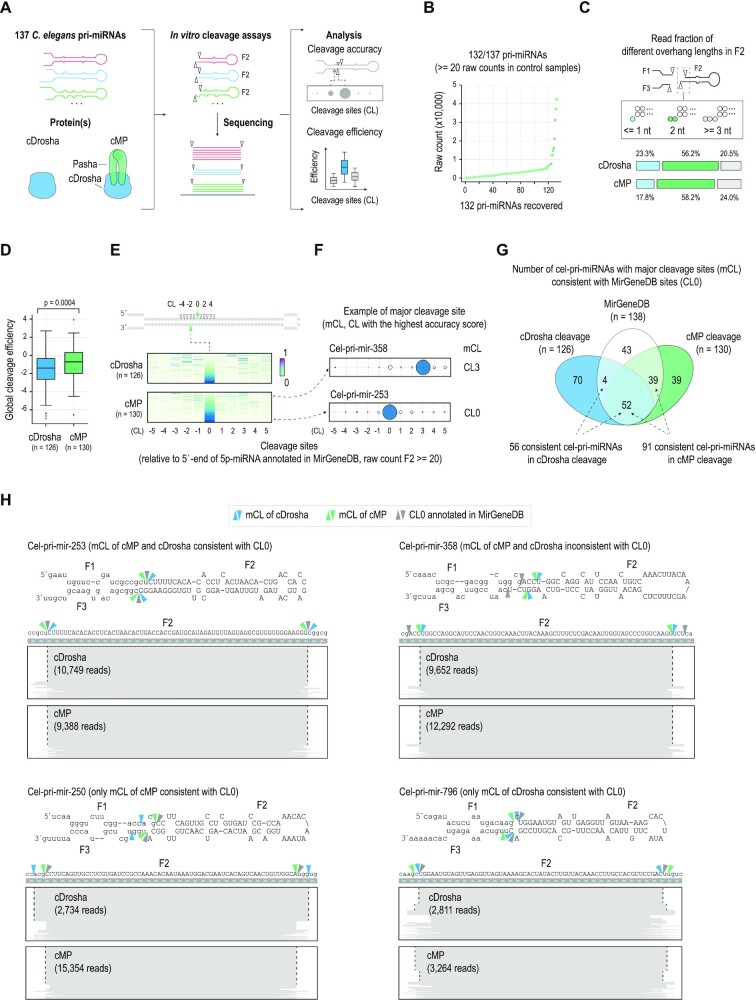
High-throughput cel-pri-miRNA cleavage assays. (**A**) Schematic diagram illustrating the layout of the high-throughput (HT) cel-pri-miRNA cleavage assay. (**B**) The graph shows that in the HT cleavage assays, 132 out of 137 cel-pri-miRNAs were identified in the control (uncleaved cel-pri-miRNA) sample. (**C**) The fraction of cleaved RNAs (F2 fragments) containing different overhang nt. (**D**) The global cleavage efficiency of cDrosha and cMP was estimated as the ratio of the products cleaved at all cleavage sites to the original substrate. (**E**) The cleavage site patterns of cel-pri-miRNAs. The upper panel shows the diagram of pri-miRNA and the cleavage sites (CL) at different positions. CL0 indicates the canonical cleavage sites of cel-pri-miRNAs annotated in MirGeneDB (37). CL1 to CL5 and CL-1 to CL-5 are the cleavage sites located 1–5 nt downstream and upstream of CL0, respectively, on the 5p-strand of cel-pri-miRNAs. The middle and lower panels show the cleavage accuracy scores of cel-pri-miRNAs by cDrosha (middle panel) and cMP (lower panel) at different cleavage sites. Each line indicates one cel-pri-miRNA. (**F**) The cleavage sites of cMP in cel-pri-mir-358 and cel-pri-mir-253. The blue circles indicate the major cleavage site (mCL), the cleavage site with the highest cleavage accuracy score. (**G**) The number of cel-pri-miRNAs containing mCLs, consistent with their annotated cleavage sites (CL0). (**H**) Cleavage patterns of representative cel-pri-miRNAs in each group in panel (G). The blue, green, and gray arrowheads indicate the major cleavage sites (mCL) of cDrosha, cMP, and CL0 annotated in MirGeneDB, respectively.

We determined the cleavage sites of cDrosha and cMP in each cel-pri-miRNA from the HT cleavage assays. The cleavage sites are presented as CLx, such that the ‘x’ indicates the position of the cleavage site (from –5 to 5) on the 5p-strand of the cel-pri-miRNA (Figure 1E). The annotated cleavage sites from the MirGeneDB are shown as CL0 (Figure 1E, F). 

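At least 2 CLs had an accuracy score of 0.1 or more in 106 of 131 cel-pri-miRNAs for cDrosha and in 98 of 131 for cMP. The accuracy score of the most used site had a median of 0.522 for cDrosha and 0.548 for cMP.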

Since cDrosha and cMP cleaved most of the cel-pri-miRNAs at multiple sites (Supplementary Table S3), we quantified the cleavage frequency of all the cleavage sites of the enzymes for each cel-pri-miRNA and identified the major cleavage site (mCL); i.e. the site with the highest frequency (Supplementary Figure S1G). We found that 91/130 cel-pri-miRNAs were cleaved by cMP at the MirGeneDB-annotated sites (CL0), whereas 39/130 were cleaved more frequently at sites other than CL0 (Figure 1G). In addition, cMP and cDrosha cleaved 52 cel-pri-miRNAs at the CL0, but they exhibited different mCLs in another 43 cel-pri-miRNAs. These data indicate that Pasha works together with cDrosha to determine the cMP cleavage sites (Figure 1G, H).

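The mCL of cMP was CL0 in 93 of 131 cel-pri-miRNAs and another site in 38. For cDrosha, it was CL0 in 60 of 131. When F2 products needed both ends in the window, the mCL of cMP was CL0 in 91 of 130 cel-pri-miRNAs. The mCL of cMP was separated from the next site, with intervals that did not overlap, in 124 cel-pri-miRNAs, and it was CL0 in 90 of these. Both cel-pri-miRNAs of Figure 1F had such a clear mCL. In cel-mir-253, CL0 held 8251 of 9563 F2 counts of cMP, an accuracy score of 0.863 (95% CI 0.856 to 0.870). The gene lies on chromosome V of WBcel235 from 5780510 to 5780616 on the minus strand, in an intron of F44E7.5 on the same strand. CL0 falls between GATCGCCGCT and CTTTTCACAC. In cel-mir-358, CL3 held 11860 of 14698 F2 counts of cMP, an accuracy score of 0.807 (95% CI 0.800 to 0.813), and CL0 had a score of 0.110.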

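Before the comparison of both enzymes, the 4 cel-pri-miRNAs that the paper excludes from its analysis of distances were set aside, which left 127 cel-pri-miRNAs. Both mCLs were CL0 in 57 of the 131 cel-pri-miRNAs that passed for both enzymes before this exclusion. The mCLs of cDrosha and cMP differed in 44 of the 127 cel-pri-miRNAs (34.6%), with a median distance of 3 nt between them. In 32 of these 44, each enzyme's mCL was clear of its next site. The mCL of cMP lay downstream of that of cDrosha in 18 and upstream in 26.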

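As a whole, the distribution of accuracy scores over CL-5 to CL5 differed between cDrosha and cMP by more than the sampling noise. The Kullback–Leibler divergence of cDrosha from cMP had a median of 0.247 over 131 cel-pri-miRNAs, against a median of 0.00269 for draws with the same counts from the pooled distribution of both. The divergence exceeded 95% of these draws in 129 of 131 cel-pri-miRNAs. From the counts of shared and different mCLs (Figure 1G, H), the paper concludes that cDrosha and Pasha determine the cleavage sites of cMP together.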

### cDrosha measures ∼16 bp of the lower stem

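Distances were taken from structures predicted with RNAfold for the pre-miRNA with 20-nt extensions. The basal junction was the first run of at least 3 unpaired nt on the 5p-strand at position -10 or farther from CL0. Where the predicted stem held no such run, its outermost base pair was taken instead. The distance counted base pairs and symmetric mismatches and left out bulged nt, and each step from CL0 along the strand changed it by 1 bp. A distance could be assigned to 125 of the 127 cel-pri-miRNAs that passed for both enzymes after the exclusion of 4.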

We determined mCL of cDrosha in 122 out of 126 cel-pri-miRNAs, identified in the HT cleavage assays. Four cel-pri-miRNAs, cel-pri-mir-240, cel-pri-mir-4808, cel-pri-mir-84 and cel-pri-mir-246, were excluded from this analysis because their CL0 was beyond their stems. 

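The mCL of cDrosha lay at 16 bp from the basal junction in 25 of 125 cel-pri-miRNAs, at 15 bp in 22, at 17 bp in 14, at 14 bp in 13 and at 13 bp in 9. Together, 61 of 125 mCLs (48.8%, 95% CI 40.2 to 57.5%) were at 15 to 17 bp. The result moved with the predicted structure, and with the structures listed in Supplementary Table S3 the count was 45 of 124 (36.3%). CL0 itself lay in this range in 72 of the 125 cel-pri-miRNAs. To see how far the position of CL0 accounts for the count, the offsets of the mCLs from CL0 were shuffled among the cel-pri-miRNAs. The shuffles had a median of 50 mCLs in the range, and 84 of 10000 shuffles reached the observed count. With the structures of Supplementary Table S3, 916 of 10000 did.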

We found that cDrosha cleaved around 41% pri-miRNAs at 15–17 bp from the basal junction (Figure 2A, B). In addition, cDrosha also achieved higher cleavage accuracy and efficiency scores when cleaving cel-pri-miRNAs at these positions (Figure 2C, D). These observations suggest that cDrosha measures 15–17 bp from the basal junction to the cleavage sites in cel-pri-miRNAs, which is different from the well-demonstrated 13-bp measurement of hDROSHA.

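The mean accuracy score of cDrosha was 0.144 over the 364 sites at 15 to 17 bp from the basal junction and 0.0717 over the 1011 sites at other distances. By single distance, it was 0.134 at 15 bp, 0.177 at 16 bp and 0.122 at 17 bp, against 0.0911 at 13 bp. The mean accuracy was higher within the range than outside it in 78 of 122 cel-pri-miRNAs with sites of both kinds. The median efficiency score per site was -6.35 within the range and -7.71 outside. With the distance counted in nt of the 5p-strand, the mean accuracy within the range was 0.137.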

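The same ranges were examined for cMP at the basal junction. Its mCL lay at 15 to 17 bp in 67 of 125 cel-pri-miRNAs (53.6%), and 1676 of 10000 shuffles reached that count. Its mean accuracy score was 0.161 in this range and 0.0657 at other distances. From the distances, accuracy scores and efficiency scores of cDrosha, the paper proposes that cDrosha measures 15 to 17 bp from the basal junction, unlike the 13 bp of hDROSHA (Figure 2B–D).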

**Figure 2.**
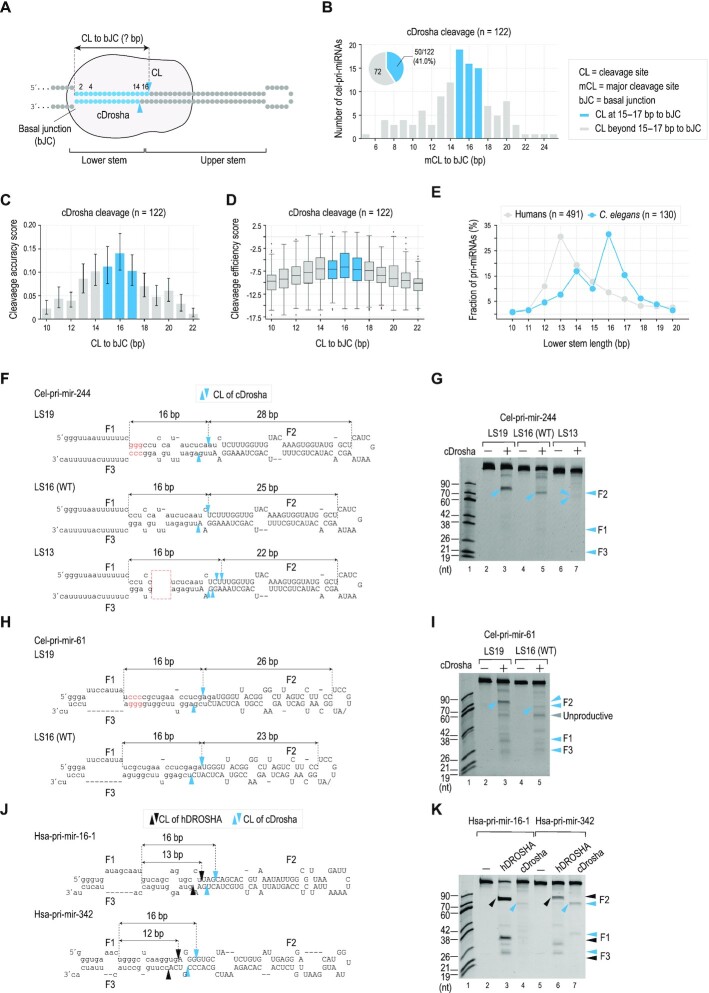
cDrosha measures ∼16 bp of the lower stem. (**A**) The schematic diagram shows that cDrosha measures the length of lower stems in cel-pri-miRNAs to determine its cleavage sites. (**B**) The number of cel-pri-miRNAs containing different distances between their mCLs of cDrosha and the basal junction (bJC). The pie chart shows the fraction of cel-pri-miRNAs containing the 15–17-bp mCL-bJC distance. 122/126 cel-pri-miRNAs cleaved by cDrosha were selected for this analysis. The remaining four cel-pri-miRNAs (cel-pri-mir-240, cel-pri-mir-4808, cel-pri-mir-84 and cel-pri-mir-246) were excluded as their CL0 was not located in their stems. (**C, D**) The average (**C**) cleavage accuracy and (**D**) efficiency scores of the CLs of cDrosha at different distances from the bJC. (**E**) Graph showing the percentage of pri-miRNAs containing different lengths of the lower stem in *C. elegans* and humans. 130/138 cel-pri-miRNAs and 491/508 hsa-pri-miRNAs were selected for this analysis. The remaining 8 cel-pri-miRNAs and 17 hsa-pri-miRNAs were excluded as they contained multiple-loop structures. (**F**, **H**, **J**) Diagrams and sequences of cel-pri-mir-244 (**F**), cel-pri-mir-61 (**H**), hsa-pri-mir-16-1 and hsa-pri-mir-342 (**J**). The inserted nt are red letters. The deleted nt are shown in the red dashed box. (**G**, **I**) Gels showing the results from the *in vitro* cleavage assays of cDrosha for cel-pri-mir-244, cel-pri-mir-61, and their variants. The F2 products of the cleavage assay in (**I**) were confirmed by sequencing (Supplementary Table S4). (**K**) Gel showing the results from the *in vitro* cleavage assays of cDrosha and hDROSHA for hsa-pri-mir-16-1 and hsa-pri-mir-342. In all panels of Figure 2, the blue and black arrowheads indicate the cleavage sites of cDrosha and hDROSHA, respectively. The gray arrowhead indicates the unproductive cleavage of cDrosha.

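The lower stem was taken as the distance from CL0 to the basal junction in the reference sequences of the cel-pri-miRNAs. RNAfold predicted a single hairpin for 131 of the 137 sequences. With the structures of Supplementary Table S3, only 66 were single hairpins, and their median lower stem was also 16 bp. The lower stems of the 131 had a median of 16 bp and an interquartile range of 14 to 17 bp. The length was 15 to 17 bp in 77 of 131 (58.8%), with 44 at 16 bp, and it was 13 bp in 9. These counts depend on the fold. The structures of Supplementary Table S3 gave 66 single hairpins, with a median lower stem of 16 bp as well. Among the cel-pri-miRNAs that passed for both enzymes, CL0 lay at 15 to 17 bp in 53 of 124 with those structures. It did so in 72 of 125 with the structures used here. The human pri-miRNAs were not analysed here.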

We then analyzed human pri-miRNAs (hsa-pri-miRNAs) and cel-pri-miRNAs and consistently found that most human pri-miRNAs contain a lower stem of ∼13 bp, whereas many cel-pri-miRNAs possess a longer lower stem, i.e. ∼15–17 bp (Materials and Methods, Figure 2E). These results suggest that many cel-pri-miRNAs adopt a lower stem of 15–17 bp for cDrosha to measure.

To confirm the 16-bp (short of 15–17 bp) measuring mechanism of cDrosha, we conducted cleavage assays for cDrosha and two cel-pri-miRNAs (cel-pri-mir-244 and cel-pri-mir-61) and found that cDrosha alone cleaved these cel-pri-miRNAs at 16 bp from their basal junctions (Figure 2F–I). We then elongated the lower stem of these two cel-pri-miRNAs by 3 bp to generate LS19 variants and observed that in each case, the cleavage sites of cDrosha were shifted 3 bp toward the basal junction, keeping a 16-bp constant distance between the basal junction and its cleavage sites (Figure 2F–I). Of note, cDrosha showed an enhanced cleavage efficiency for cel-pri-mir-244 LS19 when compared with the LS16 variant (Figure 2G, compare lanes 3 and 5) because the mismatch (C-A) in position –1 of LS16 was inhibitory to cDrosha cleavage (28,29). In addition, we shortened the lower stem of cel-pri-mir-244 to generate an LS13 variant and showed that cDrosha shifted its cleavage sites 3 bp away from the basal junction to maintain a ∼16-bp constant distance between the basal junction and its cleavage sites (Figure 2F, G). These results demonstrate the difference between cDrosha and hDROSHA, with the former measuring ∼16 bp from the basal junction of the stem structure and the latter having a 13-bp measuring mechanism.

To observe the difference in the substrate measuring mechanisms between cDrosha and hDROSHA, we cleaved four human pri-miRNAs (hsa-pri-miRNAs), hsa-pri-mir-16–1, hsa-pri-mir-342, hsa-pri-mir-31, and hsa-pri-mir-125a with cDrosha and hDROSHA (Figure 2J, K, Supplementary Figure S2A–D). As previously established mechanisms (3,21,22,26,27,33), hDROSHA showed the expected cleavage sites at ∼13 bp from the basal junction. Interestingly, the cleavage of cDrosha resulted in shorter F2 fragments, which were ∼16 bp from the basal junctions of these hsa-pri-miRNAs (Figure 2J, K, Supplementary Figure S2C, D). These data further demonstrate the 16-bp measuring mechanism of cDrosha and highlight the distinct substrate-measuring methods of cDrosha and hDROSHA.

### Pasha measures ∼25 bp of the upper stem

To identify the function of Pasha in determining the cMP cleavage site, we compared the distance from the cleavage sites of cMP and cDrosha to the apical junctions in 122 cel-pri-miRNAs (Figure 3A). 

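Of the 127 cel-pri-miRNAs that passed for both enzymes, 83 had the same mCL with cMP and cDrosha. When F2 products needed both ends in the window, the count was 81 of 126.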

We found that 79/122 cel-pri-miRNAs were consistently cleaved by cMP and cDrosha at the same positions. This indicates that cDrosha plays a significant role in determining the cleavage sites of cMP in these cel-pri-miRNAs (Figure 3B). However, 43/122 cel-pri-miRNAs were cleaved differently with cMP and cDrosha, suggesting the influence of Pasha in the cleavage site determination of cMP (Figure 3B). cDrosha cleaved these 43 cel-pri-miRNAs (i.e. termed the ‘inconsistent’ group in Figure 3B) at various positions from the apical junction (Figure 3C, D), which were primarily different from the annotated cleavage sites of cMP (Supplementary Figure S3A). 

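The apical junction was the first run of at least 3 unpaired nt on the 5p-strand at position +21 or farther, or else the terminal loop, and the distance was counted as for the basal junction. Distances were assigned to 42 of the 44 cel-pri-miRNAs of the inconsistent group. The mCLs of cDrosha in this group were spread from 18 to 31 bp from the apical junction. They lay at 24 to 26 bp in 7 of 42 (16.7%, 95% CI 8.32 to 30.6%). With the distance counted in nt of the 5p-strand, the count was 11.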

Unlike cDrosha, cMP cleaved most of these 43 cel-pri-miRNAs at 24–26 bp from the apical junction (Figure 3C, D) and these cMP-cleaved positions mainly coincided with the annotated cleavage sites of cMP (Supplementary Figure S3A). In addition, the cleavage sites of cMP in 79 cel-pri-miRNAs, cleaved consistently between cDrosha and cMP, were also mainly at 24–26 bp from the apical junction (Supplementary Figure S3B). Furthermore, cMP cleaved all the 122 cel-pri-miRNAs with higher cleavage efficiency and accuracy scores at 24–26 bp from the apical junction (Supplementary Figure S3C, D). These results indicate that Pasha measures 24–26 bp from the apical junction of the upper stem and thus helps to determine the site of cleavage by cMP.

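In the same 42 cel-pri-miRNAs, the mCL of cMP lay at 24 to 26 bp from the apical junction in 26 (61.9%, 95% CI 46.8 to 75.0%), namely at 24 bp in 8, at 25 bp in 7 and at 26 bp in 11. The distance in nt of the 5p-strand lowered the count to 18. Of the 44 mCLs in the group, 34 were CL0 for cMP and 3 were CL0 for cDrosha. CL0 lay at 24 to 26 bp in 30 of the 42. The shuffled offsets of cMP gave a median of 27 mCLs in the range, and 8684 of 10000 shuffles reached the observed count.
The representative cel-pri-miRNA of Figure 3D, cel-mir-1820, lies on chromosome IV from 7767461 to 7767567 on the plus strand in an intergenic region. Its CL0 falls between ATTTTCCATC and TTTTGATTGT, at 19 bp from the basal junction and 25 bp from the apical junction. cDrosha cut it most often at CL-3, at 16 bp from the basal junction, with an accuracy score of 0.389 (95% CI 0.367 to 0.410) over 1961 F2 counts. The score of cDrosha at CL0 was 0.0479. cMP cut it most often at CL0, with a score of 0.693 (95% CI 0.669 to 0.716) over 1488 F2 counts.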

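In the consistent group, the mCL of cMP lay at 24 to 26 bp from the apical junction in 43 of 83 cel-pri-miRNAs (51.8%, 95% CI 41.2 to 62.2%). The shuffles had a median of 38, and 882 of 10000 reached 43.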

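The mean accuracy score of cMP was 0.161 over the 374 sites at 24 to 26 bp from the apical junction and 0.0649 over the 1001 sites at other distances. Within one cel-pri-miRNA, it was higher inside the range in 82 of 125. The median efficiency score per site was -6.01 inside the range and -7.71 outside. For cDrosha, the mean accuracy scores were 0.127 and 0.0774, with 68 of 125 cel-pri-miRNAs higher inside the range.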

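Over the consistent and inconsistent groups together, the mCL was at 24 to 26 bp from the apical junction in 69 of 125 cel-pri-miRNAs for cMP (55.2%) and in 50 of 125 for cDrosha (40.0%). The shuffles reached these counts in 1375 and 6551 of 10000 draws, respectively. From the cMP-cleaved positions in both groups and the higher scores of cMP at this distance, the paper concludes that Pasha measures 24 to 26 bp from the apical junction and so helps to determine the cleavage site (Figure 3C, D).

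**Figure D2:**
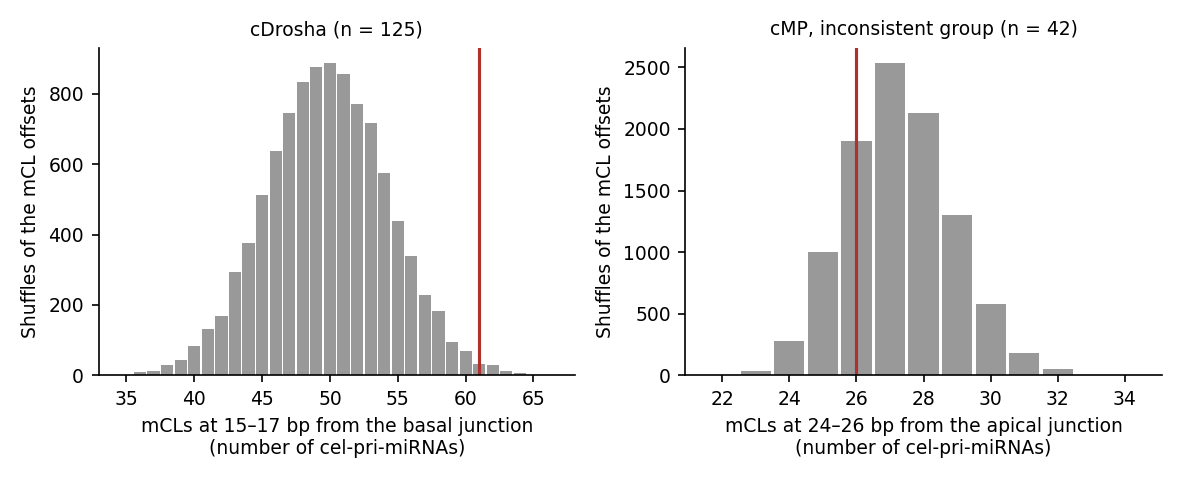
Number of shuffles (y axis) that place a given number of mCLs (x axis, number of cel-pri-miRNAs) in the measured range, for cDrosha at 15 to 17 bp from the basal junction on the left and for cMP at 24 to 26 bp from the apical junction on the right, in the cel-pri-miRNAs whose mCLs differ between the enzymes. The red lines mark the observed counts, 61 of 125 on the left, in the upper tail of the shuffles, and 26 of 42 on the right, within them.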

**Figure 3.**
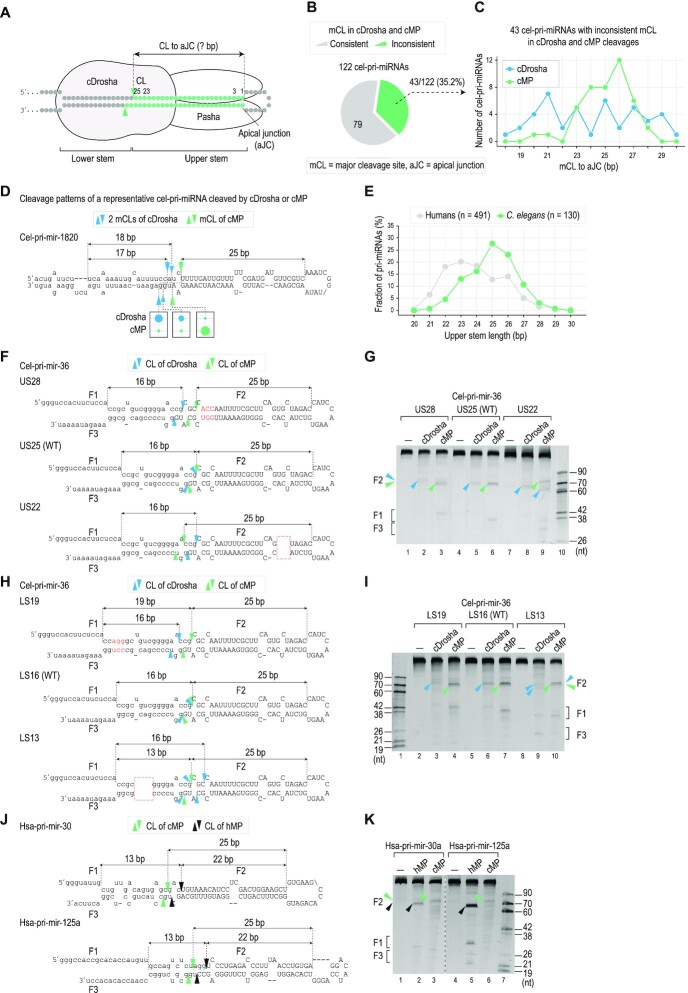
Pasha measures ∼25 bp of the upper stem. (**A**) The schematic diagram shows that Pasha measures the lengths of the upper stems in cel-pri-miRNAs and determines the cleavage sites of the cMP complex. (**B**) The fraction of cel-pri-miRNAs containing the different major cleavage sites (mCLs) between cDrosha and cMP, so-called inconsistent mCLs. (**C**) The number of cel-pri-miRNAs containing inconsistent mCLs at different distances to the apical junction (aJC). (**D**) The cleavage patterns of cDrosha and cMP in a representative cel-pri-miRNA, cel-pri-mir-1820. (**E**) Graph showing the percentage of pri-miRNAs containing different lengths of the upper stem in *C. elegans* and human pri-miRNAs. 130/138 cel-pri-miRNAs and 491/508 hsa-pri-miRNAs were selected for this analysis; the remaining were excluded as they contained multiple-loop structures. (**F**, **H**, **J**) Diagrams and sequences of (**F, H**) cel-pri-mir-36 and its variants and (**J**) hsa-pri-mir-30a and hsa-pri-mir-125a. The inserted nt are red letters. The deleted nt are shown in the red dashed box. (**G, I**) Gels showing the results from the *in vitro* cleavage assays of cDrosha and cMP. (**K**) Gel showing the results from the *in vitro* cleavage assays of cMP and hMP. In all panels of Figure 3, the blue and green arrowheads indicate the cleavage sites of cMP, determined by cDrosha and Pasha, respectively. The black arrowheads indicate the cleavage sites of the human Microprocessor, hMP.

We then compared the upper stems of pri-miRNAs from *C. elegans* with those from humans. Consistent with previous studies (26,44,45), the upper stems of most human pri-miRNAs are between 22 and 24 bp (Figure 3E). However, the upper stems of cel-pri-miRNAs are slightly longer, i.e. between 24 and 26 bp (Figure 3E). This feature of cel-pri-miRNAs is suitable for the 24–26-bp measurement of Pasha.

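In the 131 single-hairpin structures of the cel-pri-miRNAs, the upper stem from CL0 to the apical junction had a median of 25 bp and an interquartile range of 24 to 26 bp. It was 24 to 26 bp long in 79 of 131 (60.3%). Counted in nt of the 5p-strand, the median was 26. The whole stem had a median of 41 bp, with an interquartile range of 39 to 42 bp.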

To confirm the 25-bp (short of ∼24–26 bp) measurement of Pasha, we changed the upper stem length (25 bp) of cel-pri-mir-36 by inserting or deleting 3 bp (Figure 3F). We found that cDrosha cleaved these cel-pri-miRNA variants at 16 bp from the basal junctions, resulting in F2 fragments of different lengths (Figure 3G, lanes 2, 5 and 8). However, when in complex with Pasha, cDrosha cleaved three cel-pri-mir-36 variants at a constant distance (25 bp) from the apical junction, resulting in same-length pre-miRNAs (F2 products) (Figure 3G, lanes 3, 6 and 9). This indicates that Pasha moved cDrosha from its initially-determined place (i.e. 16 bp from the basal junction) to the new location (i.e. 25 bp from the apical junction) in the two mutated variants of cel-pri-mir-36. In addition, we tested cDrosha and cMP with the cel-pri-mir-36 variants containing different lower stem lengths (LS19, LS16, and LS13). Again, we found that cDrosha alone cleaved the cel-pri-mir-36 LS19 and LS16 variants using the 16-bp measurement, which resulted in F2 products of different lengths (Figure 3H, I, lanes 3 and 6). Notably, cDrosha cleaved the LS13 variant at a new position, 16 bp from the basal junction, but still retained some activity at the original position (Figure 3I, lane 9). However, cMP cleaved all three variants at the exact location, 25 bp from the apical junction, generating same-length F2 fragments (Figure 3H, I, lanes 4, 7 and 10).

Furthermore, cMP also cleaved hsa-pri-mir-30a and hsa-pri-mir-125a at 25 bp from the apical junction. These cMP cleavage sites differed from those of hMP as they were ∼13 bp and ∼22 bp from the basal and apical junctions, respectively (Figure 3J, K). These results demonstrate that Pasha measures 25-bp from the apical junction of the upper stem of cel-pri-miRNAs, once again showing that it determines the site of cleavage by cMP.

### The coordination of two measuring mechanisms for optimal cleavage activity of cMP

Since cDrosha and Pasha measure ∼16-bp and ∼25-bp of the stem, respectively, they might coordinate the cleavage of cel-pri-miRNAs containing ∼41-bp stem length accurately. In addition, altering the stem length to be longer or shorter than ∼41-bp might affect their cooperation, resulting in alternative cleavages. We showed that cMP cleaved 41-bp cel-pri-miRNAs, including cel-pri-mir-244_41bp (WT) and cel-pri-mir-36_41bp (WT), at a single cleavage site (Figure 4A–C). However, cMP cleaved longer cel-pri-miRNAs, including cel-pri-mir-244_44bp (44 bp), cel-pri-mir-36_44bp_1 (44 bp), cel-pri-mir-36_44bp_2 (44 bp), and the shorter cel-pri-miRNA, cel-pri-mir-36_38bp (38 bp), at two separate cleavage sites, which are 16-bp and 25-bp from the basal and apical junctions, respectively (Figure 4B, C). In addition, we identified in the HT cleavage assays two cel-pri-miRNAs, containing 38-bp and 40-bp stems, which were cleaved at alternative sites, using both cDrosha and Pasha measurements (Supplementary Figure S4A–C).

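The shorter of these stems belongs to cel-mir-231, with 14 bp from CL0 to the basal junction and 24 bp to the apical junction, 38 bp in all. It lies on chromosome III from 7545057 to 7545155 on the minus strand in an intergenic region, and CL0 falls between ACAGGTTGTT and CTGACTGTTT. These distances depend on the fold, since the structure in Supplementary Table S3 gives a stem of 43 bp. cDrosha cut it most often at CL2, at 16 bp from the basal junction, with an accuracy score of 0.421 (95% CI 0.399 to 0.444) over 1825 F2 counts. At the same CL2, cMP had a score of 0.102 (95% CI 0.084 to 0.124) over 871 F2 counts. cMP cut it most often at CL-1, at 25 bp from the apical junction, with a score of 0.541 (95% CI 0.508 to 0.574), against 0.361 for cDrosha.
In cel-mir-796, CL0 was 15 bp from the basal junction and 25 bp from the apical junction, 40 bp in all. The gene lies on chromosome X from 1798928 to 1799016 on the minus strand in an intergenic region, and CL0 falls between AATGACAAGC and TGGAATGTAG. The mCL of cDrosha was CL0, with an accuracy score of 0.353 (95% CI 0.336 to 0.370) over 3040 F2 counts, and cMP had a score of 0.253 (95% CI 0.238 to 0.268) there. The mCL of cMP was CL-1, at 26 bp from the apical junction, with a score of 0.546 (95% CI 0.529 to 0.563) over 3355 F2 counts, against 0.217 for cDrosha.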

**Figure 4.**
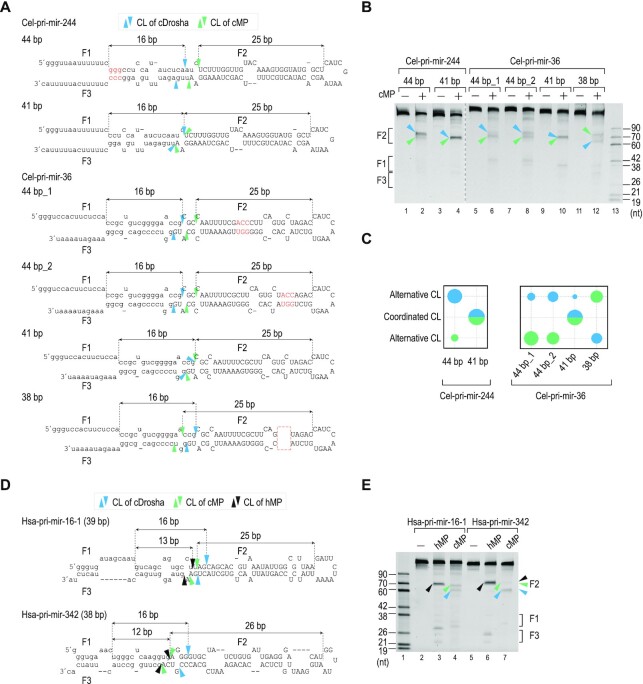
The coordination of cDrosha and Pasha in determining the cleavage sites. (**A**, **D**) The diagrams and sequences of (**A**) cel-pri-mir-244, cel-pri-mir-36, and their variants, and (**D**) hsa-pri-mir-16–1 and hsa-pri-mir-342. The inserted nt are red letters. The deleted nt are shown in the red dashed box. (**B, E**) Gels showing the results of the *in vitro* cleavage assays of cMP and hMP. (**C**) The quantitative plots of the cleavage assays were conducted in triplicate, shown in (**B**). In all panels of Figure 4, the blue and green arrowheads indicate the cleavage sites of cMP, determined by cDrosha and Pasha, respectively. The black arrowheads indicate the cleavage sites of the human Microprocessor, hMP. The sizes of the circles indicate the relative cleavage efficiencies.

In addition, we showed that cMP cleaved hsa-pri-mir-16-1 (39 bp) and hsa-pri-mir-342 (38 bp) at two different positions using both cDrosha and Pasha measurements (Figure 4D, E). Furthermore, we demonstrated that cDrosha and cMP cleaved the 38-bp artificial pri-miRNA (AS-1) at two different positions using two separate measuring mechanisms, the 16-bp measurement of cDrosha in cDrosha alone and the 25-bp measurement of Pasha in cMP. However, cDrosha and cMP cleaved the 41-bp artificial pri-miRNA (AS-2) at similar positions when the two cDrosha and Pasha measurements agreed at the same position (Supplementary Figure S4D, E). These results again confirm the 16-bp and 25-bp measuring mechanisms of cDrosha and Pasha, respectively, and demonstrate the cooperation of both these subunits to determine the site of cleavage by cMP.

### Structural basis of cDrosha measurement

We predicted the structure of cDrosha using AlphaFold2 (46,47) and compared it with the published structures of hDROSHA/RNA (22–24). The predicted cDrosha and experimental hDROSHA structures showed a similar domain organization (Figure 5A). As hDROSHA uses the Belt helix and dsRBD to measure 13 bp from the basal junction to the cleavage sites (23,24), we wanted to investigate if these two domains also are important for the 16-bp measurement of cDrosha. 

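The mutant complexes were assayed with the same pool of cel-pri-miRNAs, and their products were cloned, counted and scaled as those of cMP-WT. The cMPΔBelt library held 2349500 counts with 2226 of hsa-pre-mir-16-1, and the cMPΔdsRBD library held 2179208 counts with 1315 of hsa-pre-mir-16-1. The median F2 count per cel-pri-miRNA was 4369 (28 to 67155) for cMPΔBelt and 6619 (32 to 92347) for cMPΔdsRBD. The efficiency score of cMPΔBelt minus that of cMP-WT had a median of 0.44 (95% CI 0.30 to 0.59), with 100 cel-pri-miRNAs higher and 31 lower. This direction changed with the scale of the libraries. Under CPM, the median was -0.50 (95% CI -0.63 to -0.35), with 23 higher and 108 lower. For cMPΔdsRBD, the median difference was 1.65 (95% CI 1.51 to 1.74), with 130 cel-pri-miRNAs higher and 1 lower. With CPM, it was 0.061 (95% CI -0.074 to 0.15), with 71 higher and 60 lower.
The cleavage site change of each mutant was computed as the Kullback–Leibler divergence of its accuracy scores from those of cMP-WT over CL-5 to CL5, with 0.5 counts added at each site. Its median was 0.0461 for cMPΔBelt (95% CI 0.0330 to 0.0610) and 0.0725 for cMPΔdsRBD (95% CI 0.0556 to 0.0987). Sampling noise at the same counts gave medians of 0.00223 and 0.00192, respectively. The divergence exceeded 95% of the noise draws in 124 of 131 cel-pri-miRNAs for each of the 2 mutants. The mCL differed from that of cMP-WT in 13 cel-pri-miRNAs for cMPΔBelt and in 25 for cMPΔdsRBD.
Among cel-pri-miRNAs with at least 100 F2 counts in both libraries, the largest divergence of cMPΔBelt was 0.405 in cel-mir-4808, where the mCL was CL-2 for cMP-WT and CL3 for cMPΔBelt. The next largest were 0.389 in cel-mir-2208b and 0.299 in cel-mir-2209a. For cMPΔdsRBD, the largest was 1.07 in cel-mir-242. Its accuracy score at CL0 was 0.688 for cMP-WT and 0.0489 for cMPΔdsRBD, whose mCL was CL4. cel-mir-251 followed with 0.824 and an mCL at CL5, and cel-mir-253 with 0.647 and an mCL at CL0.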

We conducted HT cleavage assays for cMPΔBelt and cMPΔdsRBD (Figure 5B and Supplementary Figure S5A) and found these two mutant complexes only showed minor changes in cleavage efficiency and accuracy when compared with cMP-WT (Figure 5C, D), suggesting that the Belt helix and dsRBD in cDrosha are not essential for its substrate measurement. Next, we generated the cMPΔBeta complex by deleting the β-sheet (amino acids 502–512, Figure 5B and Supplementary Figure S5A), which is connected to the Belt helix and more distant from the catalytic center of cDrosha (Figure 5A). 

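The cMPΔBeta library held 1067962 counts, of which 4439 were hsa-pre-mir-16-1. F2 products made up 18.2% of its cel-pri-miRNA product counts, and the median F2 count was 658 (24 to 14753) over the 129 cel-pri-miRNAs that passed. The median efficiency score of cMPΔBeta was -4.85. The score of cMPΔBeta minus that of cMP-WT had a median of -3.30 (95% CI -3.63 to -3.09) and was negative in 129 of 129 cel-pri-miRNAs. Scaled by CPM, the median difference was -2.09 (95% CI -2.43 to -1.89), and 128 of 129 were lower. The divergence of its accuracy scores from those of cMP-WT had a median of 0.206 (95% CI 0.165 to 0.247), against 0.00784 from sampling noise. It was beyond 95% of the noise draws in 125 of 129 cel-pri-miRNAs. It was larger than that of cMPΔBelt in 122 of 129 and larger than that of cMPΔdsRBD in 97 of 129.

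**Figure D3:**
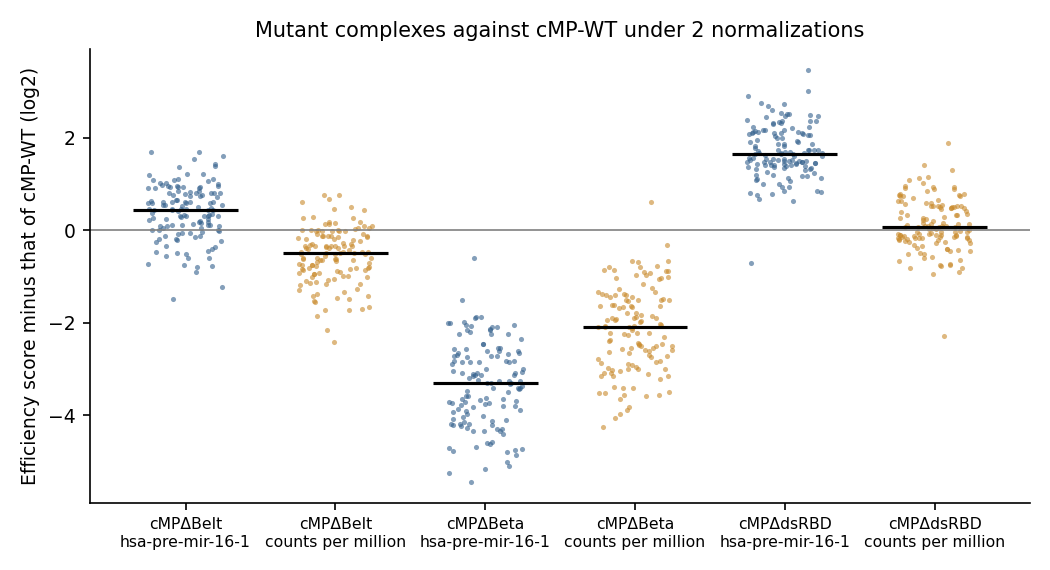
Efficiency score of each mutant complex minus that of cMP-WT (log2, y axis) under the hsa-pre-mir-16-1 scale and under CPM (x axis), with 1 dot per cel-pri-miRNA and a black line at the median. The medians are 0.44 and -0.50 for cMPΔBelt, -3.30 and -2.09 for cMPΔBeta, and 1.65 and 0.061 for cMPΔdsRBD.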

Interestingly, cMPΔBeta significantly reduced the cleavage efficiency and accuracy compared with cMP-WT (Figure 5C, D). These results suggest that the β-sheet region of cDrosha is critical for its ability to measure 16 bp from the basal junction, hence it is called β-16.

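The mCL of cMPΔBeta differed from that of cMP-WT in 29 cel-pri-miRNAs. Over all cel-pri-miRNAs with distances, the mCL at 15 to 17 bp numbered 58 of 124 (46.8%) for cMPΔBeta, 69 of 125 for cMPΔBelt and 59 of 125 for cMPΔdsRBD. At 24 to 26 bp from the apical junction, it was 62 of 124 for cMPΔBeta, 67 of 125 for cMPΔBelt and 58 of 125 for cMPΔdsRBD.
The 3 largest divergences of cMPΔBeta were 1.24 in cel-mir-2208a, 1.15 in cel-mir-72 and 0.945 in cel-mir-38. In cel-mir-2208a, the accuracy score at CL0 was 0.813 for cMP-WT and 0.189 for cMPΔBeta, which had 275 F2 counts. In cel-mir-72, it was 0.722 for cMP-WT and 0.189 for cMPΔBeta, which had 185 F2 counts and its mCL at CL-3. In cel-mir-38, it was 0.775 for cMP-WT and 0.237 for cMPΔBeta, whose mCL was CL-3 with a score of 0.634. From the reduced efficiency and accuracy of cMPΔBeta, the paper proposes that the β-sheet region is critical for the measurement of 16 bp from the basal junction (Figure 5C, D).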

**Figure 5.**
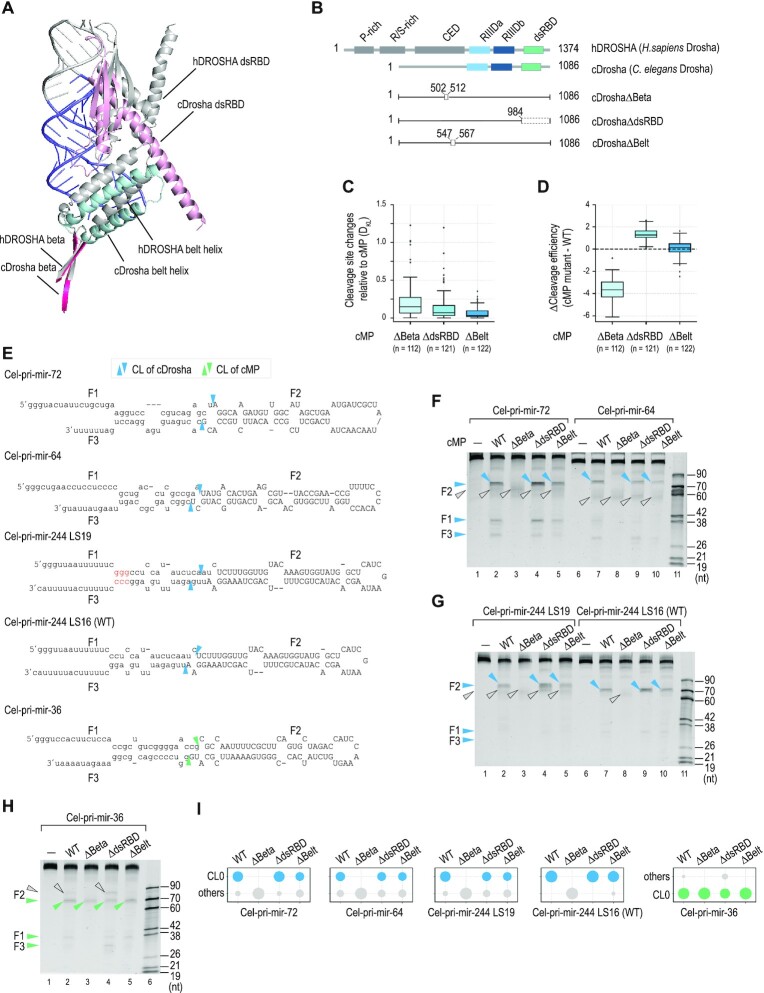
Structural basis of cDrosha measurement. (**A**) The 3D structure of cDrosha predicted by Alphafold2 (46,47) was superimposed onto that of hDROSHA in complex with RNA (PDB: 6V5B, or a similar model in PDB: 6LXD). The lower stem of the RNA is shown in slate, and the dsRBD, Belt helix, and β-sheet of cDrosha are shown in light pink, pale cyan, and hot pink, respectively. (**B**) The protein domains of hDROSHA and cDrosha. The numbers indicate the positions of the amino acids in the polypeptides, and the white rectangles show the deleted regions of the mutant cDrosha. (**C**) Mutations in the β-sheet changed the cleavage sites of cDrosha in the HT cleavage assays. When evaluating mutant and WT cDrosha, changes in the cleavage site were calculated using the Kullback-Leibler divergence. This was used to compare the distributions of cleavage accuracy scores from CL-5 to CL5 on the 5p-strand. (**D**) Mutations in the β-sheet reduced the relative cleavage efficiency scores of cDrosha. The cleavage efficiency scores of mutant cDrosha for each cel-pri-miRNA were calculated, as described for WT cDrosha. (**E**) Diagrams and sequences of cel-pri-mir-72, cel-pri-mir-64, cel-pri-mir-244 LS19, cel-pri-mir-244 LS16 (WT), and cel-pri-mir-36. The inserted nt are red letters. (**F–H**) Gels showing the results of the *in vitro* cleavage assays of WT and mutant cMPs on pri-miRNAs. (**I**) The cleavage accuracies of WT and mutant cMPs were calculated as the ratio of cleaved products at CL0 to the cleaved products at all the cleaved positions. The plots were generated from assays conducted in triplicate, as shown in (F–H). In all panels, the blue and green arrowheads indicate the cleavage sites of cMP (WT and mutants) at CL0, determined by cDrosha and Pasha, respectively. The gray arrowhead indicates the cleavage of cMP at other positions.

Next, we demonstrated that cMPΔBeta lost cleavage activity in cel-pri-mir-64, cel-pri-mir-86, cel-pri-mir-244 LS 19 and LS16 (WT), whose cleavage sites are mainly determined by cDrosha using its 16-bp measurement (Figure 5E–G, I). In contrast, cMPΔBelt and cMPΔdsRBD mutants cleaved these cel-pri-miRNAs similarly to cMP-WT (Figure 5E–G, I). In addition, cMP-WT and three cMP mutants similarly cleaved cel-pri-mir-36, whose cleavage is mainly determined by Pasha (Figure 5E, H, I). These results confirm the critical role of β-16 in the junction measurement and cleavage activity of cDrosha.

### Structural basis of Pasha measurement

The data in Figure 3 show that Pasha can cause cMP to cleave at different positions from the cleavage sites of cDrosha. This activity of Pasha seems to be different from hDGCR8, which only stimulates the cleavage sites predetermined by hDROSHA (21). We compared the effect of hDGCR8 and Pasha on the cleavage site choices of cDrosha in cel-pri-mir-36 US28, US25 and US22 variants. Consistent with the results in Figure 3F and G, Pasha changed the cleavage sites of cDrosha in the three cel-pri-mir-36 variants, resulting in different F2 fragments compared with cDrosha alone. In contrast, hDGCR8 did not alter the cleavage sites of cDrosha in the cDrosha-hDGCR8 complex, resulting in similar F2 fragments being generated as for cDrosha alone (Figure 6A, B). These results indicate that Pasha and hDGCR8 interact with and measure pri-miRNAs differently.

**Figure 6.**
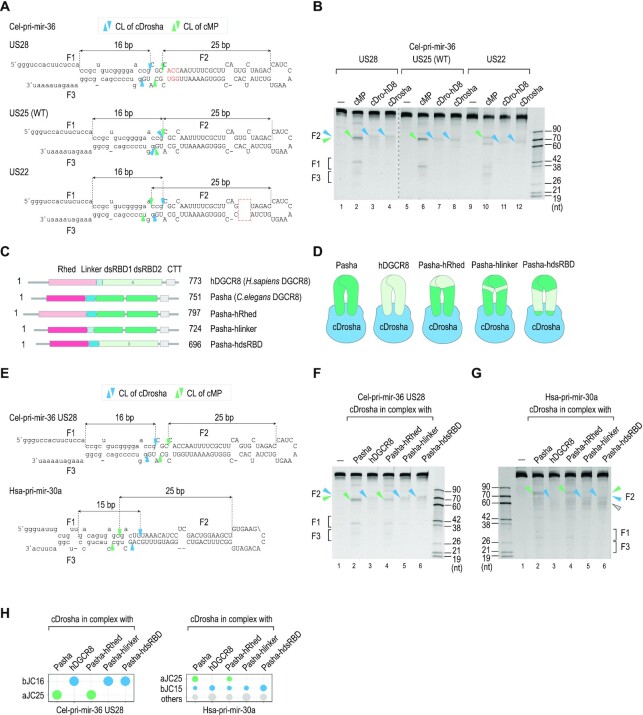
Structural basis of the Pasha measurement. (**A**) Diagrams and sequences of cel-pri-mir-36 and its variants. The inserted nt are red letters. The deleted nt are shown in the red dashed box. (**B**) Gel showing the results from the *in vitro* cleavage assays of cDrosha, cMP, and cDrosha-hDGCR8 (cDro-hD8). (**C**) The protein domains for hDGCR8 (hD8), Pasha, and mutant Pasha. Pasha-hRhed, Pasha-hlinker, and Pasha-hdsRBD contained the swapped Rhed, linker, and dsRBD from hDGCR8, respectively. The numbers indicate the positions of the amino acids in the polypeptides. Rhed, RNA-binding heme domain; linker, the connecting domain between Rhed and dsRBDs; dsRBD, double-stranded RNA-binding domain. (**D**) Schematics showing the five different complexes of cDrosha with Pasha, hDGCR8, Pasha-hRhed, Pasha-hlinker, or Pasha-hdsRBD. (**E**) Diagrams and sequences of cel-pri-mir-36 US28 and hsa-pri-mir-30a. (**F, G**) Gels showing the results of *in vitro* cleavage assays of WT and mutant cMPs (as shown in D) on the pri-miRNAs. (**H**) The cleavage accuracies of WT and mutant cMPs were calculated as the ratio of cleaved products at bJC16 (for cel-pri-mir-36 US28) or bJC15 (for hsa-pri-mir-30a), and aJC25 to the cleaved products at all positions. The plot was generated from the assays conducted in triplicate, as shown in (F, G). In all panels of Figure 6, the blue and green arrowheads indicate the cleavage sites of cMP (WT and mutants), determined by cDrosha and Pasha, respectively. The gray arrowhead indicates the cleavage of cMP at other positions.

Next, we replaced the Rhed, dsRBD1-2, and linker of Pasha with the corresponding domain from hDGCR8, generating chimeric Pasha-hRhed, Pasha-hdsRBD, and Pasha-hlinker proteins (Figure 6C). We then purified three mutant cMP complexes containing cDrosha and each of these above chimeric proteins (Figure 6D, and Supplementary Figure S6A) and tested the cleavage sites of these complexes in the cel-pri-mir-36 US28. We found that with Pasha-hRhed, cDrosha still cleaved this cel-pri-miRNA variant using the 25-bp measuring mechanism, suggesting that the Rhed of Pasha is unnecessary for its 25-bp measurement (Figure 6E, F, H). However, Pasha-hdsRBD and Pasha-hlinker failed to change the cleavage sites of cDrosha (Figure 6E, F, H). Similar effects of these chimeric Pasha proteins on the cleavage sites of cDrosha were obtained with hsa-pri-mir-30a (Figure 6E, G, H). Thus, these data indicate that the ∼25-bp measuring mechanism of Pasha is dependent on its dsRBDs and linker region.

## DISCUSSION

The first miRNA (lin-4) was discovered in *C. elegans* nearly 30 years ago (48,49). Eleven years after this initial discovery, MP was found in *C. elegans* and various other animals, including *D. melanogaster* and humans (13–16). Since then, due to the important role of miRNAs in various human diseases, the molecular mechanism of hMP has been intensively investigated. It is now well established that in the hMP complex, the pri-miRNA cleavage site is mainly determined by the ribonuclease, hDROSHA, which accurately measures (and cleaves) 13 bp from the basal junction of the stem-loop structure. The hDGCR8 component of hMP stimulates hDROSHA to cleave pri-miRNAs at this so-called productive site (i.e. 13-bp from the basal junction) and prevents it from cleaving at unproductive sites (i.e. 13-bp from the apical junction) and/or alternative sites (i.e. sites other than 13 bp from the basal junction) (3,21). hDGCR8 binds to the apical loop and a UGU motif, located ∼22–23 bp from the cleavage site. However, it does not possess a 22-bp measuring mechanism, and so it can only stimulate cleavage at the place predetermined by hDROSHA (18,21,31). Here, we reveal the molecular mechanism of *C. elegans* MP (cMP) and show that it is different from the human mechanism in several respects (Figure 7A). (1) cDrosha measures a longer distance (i.e. ∼16 bp) between the basal junction and its cleavage sites than hDROSHA (i.e. ∼13 bp). (2) Unlike hDGCR8, which does not have a measuring mechanism, Pasha measures ∼25 bp between the apical loop and the cleavage sites. In addition, Pasha works with cDrosha to determine the cleavage sites of cMP. (3) cDrosha and Pasha generate alternative cleavages when the two measuring mechanisms are incompatible with the same cleavage sites. In humans, however, alternative cleavages are mainly generated by hDROSHA alone (for example, hsa-pri-mir-342 (28,50,51)) or with support from the cofactor, SRSF3 (for example, hsa-pri-mir-142 (33)).

**Figure 7.**
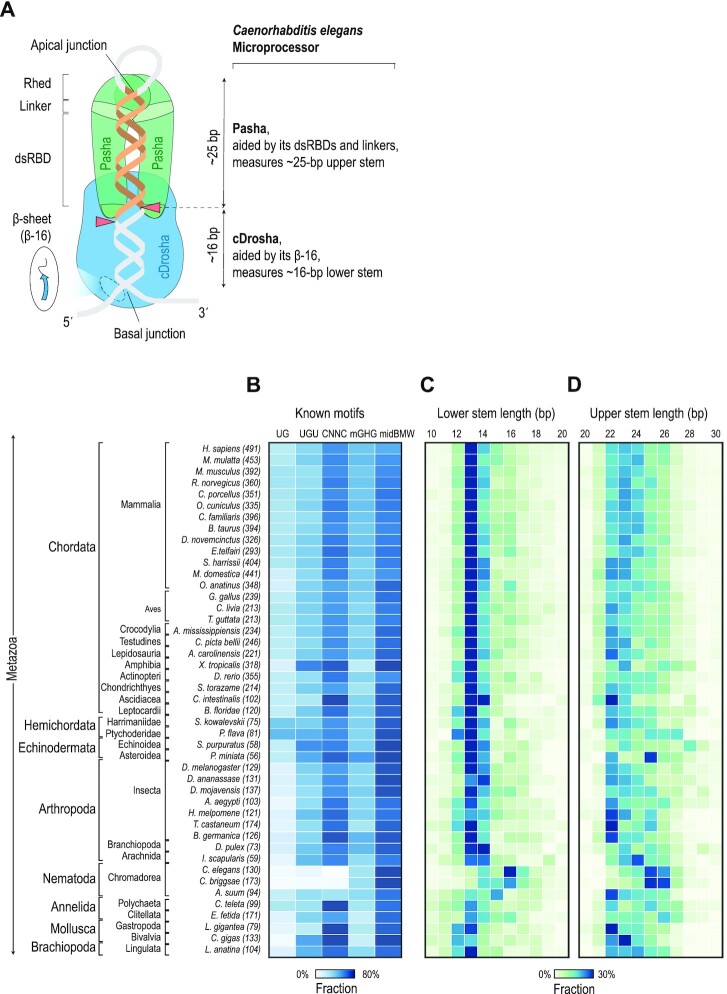
A model of *C. elegans* Microprocessor action on cel-pri-miRNAs. (**A**) cDrosha measures ∼16 bp of the lower stem of cel-pri-miRNAs and determines its cleavage sites. The cDrosha measurement is supported by the β-sheet located in its central domain. Pasha measures ∼25 bp of the upper stem of cel-pri-miRNAs and determines the cleavage sites of cDrosha in this location. The Pasha measurement is aided by its dsRBDs and linker region. These two measuring mechanisms, which are regulated by the two subunits, are coordinated for cMP to achieve optimal cleavage activity. (**B**) The percentage of pri-miRNAs containing UG, UGU, CNNC, mGHG or midBMW motifs in each of the 45 listed species. (C, D) The percentage of pri-miRNAs containing different lengths of (**C**) lower and (**D**) upper stem in each of the 45 species listed.

Our findings indicate that the efficiency of cMP cleavage in most cel-pri-miRNAs requires both cDrosha and Pasha but the accuracy of cleavage is dependent on either cDrosha or Pasha but usually not both. Therefore, cel-pri-miRNAs can be classified into three groups, cDrosha-dependent, Pasha-dependent, and cDrosha/Pasha-dependent cel-pri-miRNAs (Supplementary Figure S7A–C). In cDrosha-dependent cel-pri-miRNAs, the lower stem interacts strongly with cDrosha, whereas the upper stem binds only weakly to Pasha. In contrast, in Pasha-dependent cel-pri-miRNAs, the lower stem has a weak affinity with cDrosha, whereas the upper stem has a higher affinity with Pasha. With regards to cDrosha/Pasha-dependent cel-pri-miRNAs, the lower and upper stems interact strongly with cDrosha and Pasha, respectively.

Here, we present an atlas showing the cleavage sites of cMP (and its cDrosha component) in almost all the cel-pri-miRNAs. Consistent with the human atlas reported previously (33), we show that MPs often cleave pri-miRNAs at multiple sites. In addition, they cleave some pri-miRNAs at positions different from the annotated cleavage sites. Examples include cel-pri-mir-358 and cel-pri-mir-796 in this study, and hsa-pri-mir-152, hsa-pri-mir-342 described previously (33). This suggests that in human and *C. elegans* cells, MP might be supported by auxiliary factors to find the right cleavage sites.

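cel-mir-358 lies on chromosome V of WBcel235 from 8580858 to 8580967 on the minus strand, in an intron of symk-1 on the opposite strand. Its annotated CL0 falls between ACGGCTGGCG and ACCTGGCCAG. In the HT cleavage assays, cDrosha also cut it most often at CL3, with an accuracy score of 0.711 (95% CI 0.703 to 0.718) over 14222 F2 counts and a score of 0.199 at CL0. CL0 was 14 bp from its basal junction and 23 bp from its apical junction. Its efficiency score was -0.60 for cDrosha and -0.36 for cMP.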

The pri-miRNA structures of each species seem to have evolved to fit the measurement mechanisms of its MP. For example, pri-miRNAs from *Caenorhabditis briggsae* share similar structures to *C. elegans*, including an absence of the UG, UGU and CNNC motifs (Figure 7B), a longer lower stem of ∼16 bp (Figure 7C), and a longer upper stem of ∼25 bp (Figure 7D). In contrast, other animals possess pri-miRNAs that contain similar structures as humans, such as enriched UG, UGU and CNNC motifs, a shorter lower stem of ∼13 bp, and a shorter upper stem of ∼22 bp. This suggests that the MPs of *C. briggsae* and *C. elegans* have a similar mechanism, whereas those of other animals utilize similar mechanisms to hMP. It is also reported that Dicer-like proteins (DCL) in plants also contain a ∼15–17 bp measuring mechanism (52,53). This suggests that the longer lower stem measuring mechanism of cDrosha might be an ancient feature.

We also showed that the Belt helix region of cMP is not essential for the efficient and accurate cleavage of cel-pri-miRNAs unlike that of hMP. Indeed, in *C. elegans*, β-16 plays a more vital role in the cleavage activity of cDrosha. The Alphafold2-predicted structure of cDrosha shows that β-16 is more distant from the cleavage sites than the Belt helix, so it might in some way help cDrosha measure 16 bp instead of 13 bp. Previous studies of hMP (23,24) demonstrate the role of the Belt helix in the hDROSHA measuring mechanism; however, the involvement of β-16 in this measurement has yet to be tested. Perhaps, β-16 also contributes to the hDROSHA measurement by stabilizing or placing the Belt helix in the proper position. Although the Belt helix region of cDrosha is not directly involved in the measuring mechanism, it might still contribute in some way to the cleavage mechanism of the enzyme. This is because, as shown in previous human studies (23,24), the Belt helix possesses an RNA-binding affinity and is located near the lower stem. In addition, the HT and validated cleavage assay data we present here, show that in the absence of the dsRBD, the efficiency and accuracy of cMP cleavage are slightly affected. This is unlike the dsRBD in hMP, which is absolutely required for the efficient and accurate cleavage of many hsa-pri-miRNAs (1,27,35,36). We discovered that among the many cel-pri-miRNAs we tested, cMPΔdsRBD appeared to reduce the cleavage accuracy of cMP in cel-pri-mir-244 LS19 (Figure 5G) and cel-pri-mir-36 (Figure 5H). This suggests that the dsRBD of cMP might be important for the cleavage of some cel-pri-miRNAs that contain certain RNA features. Our study also indicates that the dsRBDs and linker region of Pasha are necessary for the 25-bp upper stem measurement. It would be of interest now, to solve the cMP/pri-miRNA structure to fully understand the structural basis of its substrate measurements.

## DATA AVAILABILITY

The DNA libraries were sequenced with Illumina NovaSeq 6000 system in 150 bp paired-end mode. Sequencing data were deposited in Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE212229.

## Supplementary Material

gkac1170_Supplemental_Files Click here for additional data file.

# Supplementary material for: Dissection of the Caenorhabditis elegans Microprocessor
**Source:** Nucleic Acids Res. 2023 Jan 4;51(4):1512–27. doi: 10.1093/nar/gkac1170
**Supplement:** gkac1170_Supplemental_Files

# Supplementary Figure S1

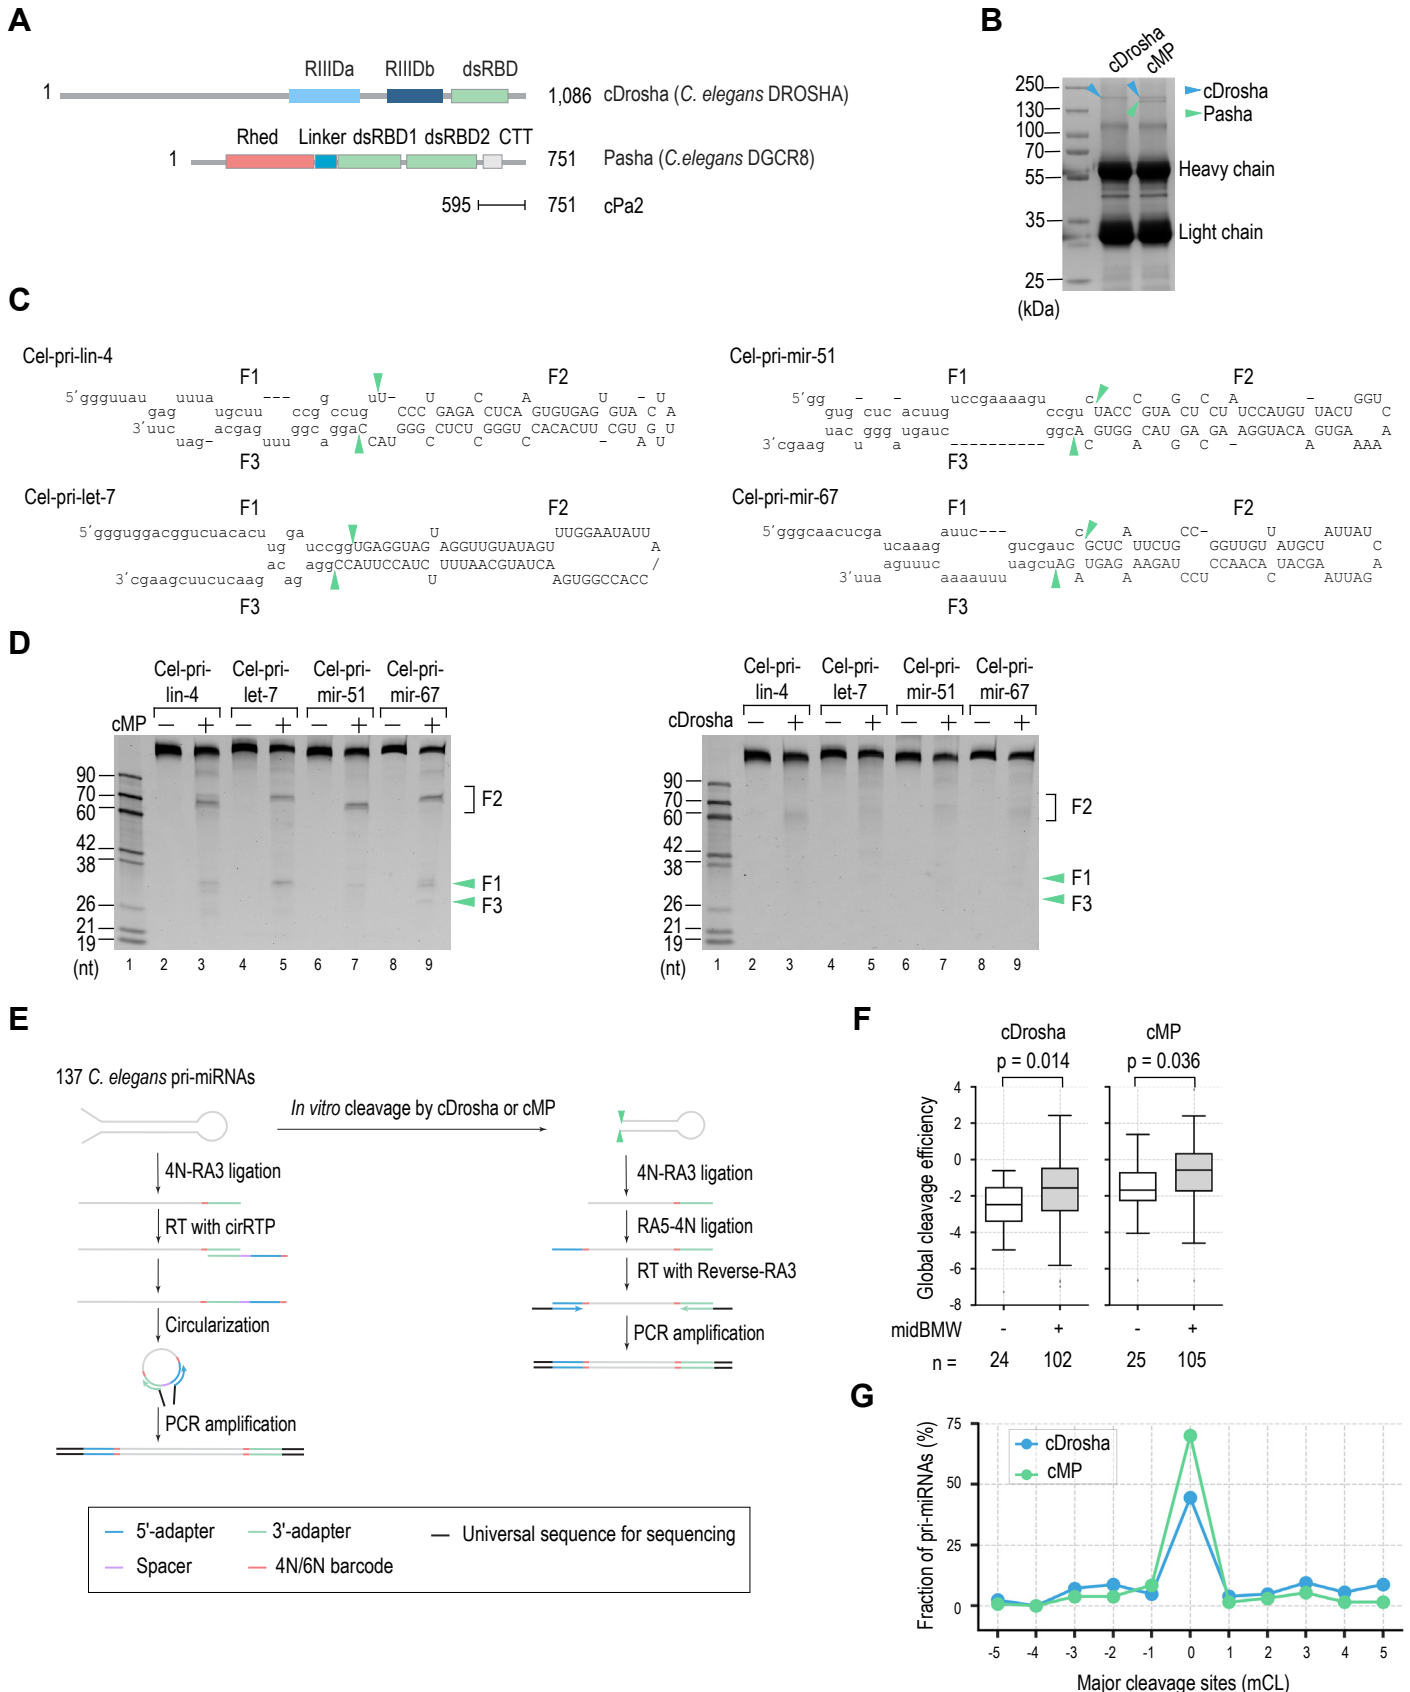

**Supplementary Figure S1.** High-throughput cleavage assays. **(A)** The protein domains of cDrosha and Pasha, two subunits of the Microprocessor complex in *C. elegans*, and the Pa2 fragment of Pasha. RIIDa and RIIDb are RNase III domains; dsRBD is double-stranded RNA binding domain; Rhed is RNA-binding heme domain; linker is the connecting domain between Rhed and dsRBDs. **(B)** The purified *C. elegans* Microprocessor (cMP, cDrosha-Pasha) and *C. elegans* DROSHA (cDrosha-NLScPa2) were assessed by SDS-PAGE. NLS is the nuclear localization sequence (PKKKRKV) and cPa2 is a fragment of Pasha at amino acids 595–751. The positions of cDrosha and Pasha as well as the heavy chain and light chain of the IgG used in the protein purification are indicated. **(C)** Diagrams and sequences of four representative *C. elegans* pri-miRNAs. The green arrowheads show the annotated cleavage sites in MirGeneDB. **(D)** Gels showing the results from *in vitro* cleavage assays of the four representative pri-miRNAs by cMP and cDrosha. **(E)** The cloning scheme of unclevaged substrates and cleaved F2 products from 137 *C. elegans* pri-miRNAs, as described in the Materials and Methods. 4N-RA3, 3'-adapter; RA5-4N, 5'-adapter; RT, reverse transcription; cirRTP, RT primer. **(F)** The global cleavage efficiency of cDrosha or cMP on the midBMW<sub>none</sub> and midBMW cel-pri-miRNAs, respectively. The p-values were calculated by one-sided Wilcoxon rank-sum tests. **(G)** The fraction of cel-pri-miRNAs containing the major cleavage site at different positions. The cleavage accuracy score was estimated as the ratio of the product cleaved at each cleavage site to the total products cleaved at all positions. The major cleavage site (mCL) of a cel-pri-miRNA is its cleavage site (CL), with the highest cleavage accuracy score.

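Under this definition, an accuracy score depends on the counts of one library and not on the scale between libraries, while an efficiency score depends on both. The accuracy scores listed in Supplementary Table S3 came out of the deposited counts when products with both the 5p-end and the 3p-end within 5 nt of the annotated ends were used, with differences of at most 5e-07.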

Supplementary Figure S2

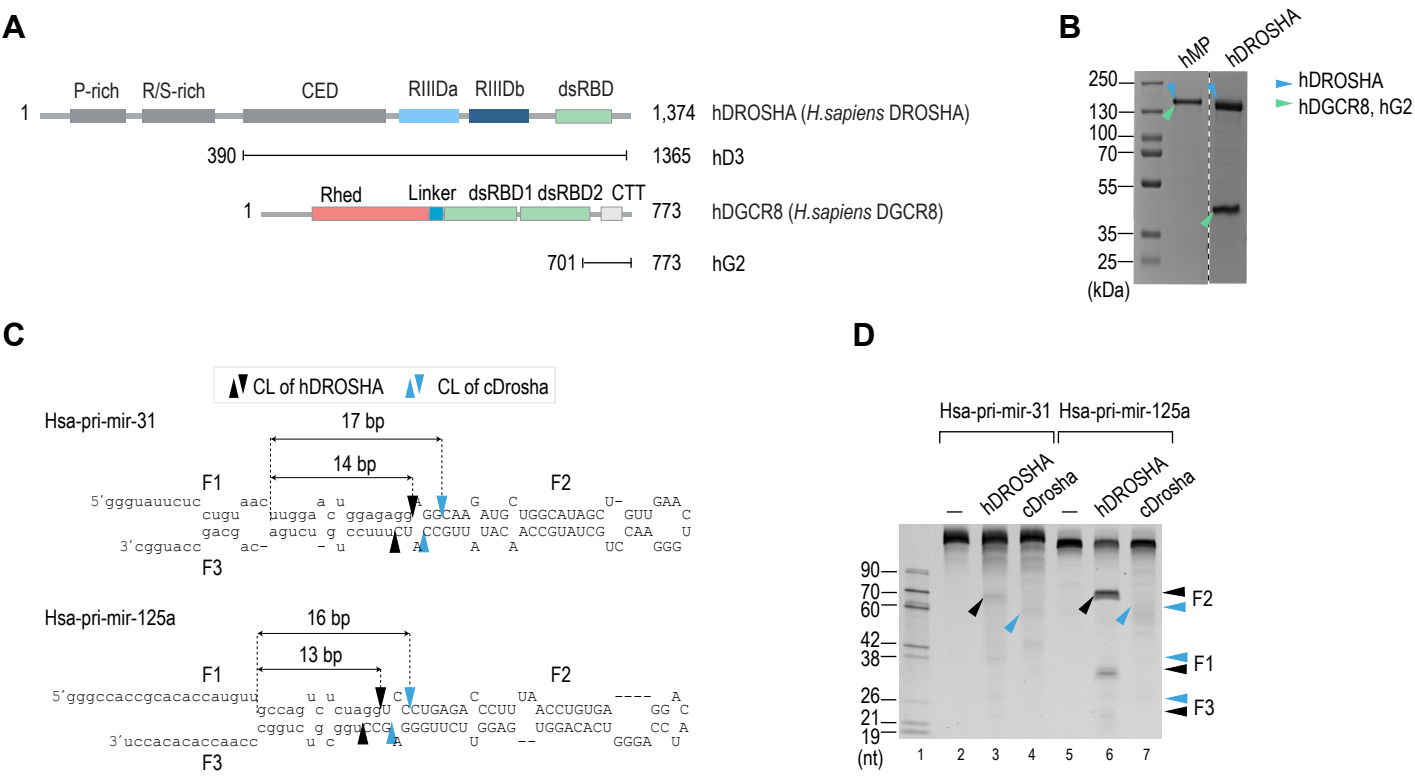

**Supplementary Figure S2.** cDrosha measures ~16 bp of the lower stem. **(A)** The protein domains of hDROSHA and hDGCR8, two subunits of the Microprocessor complex in humans and their fragments, hD3, and hG2. **(B)** The quality of human Microprocessor (hMP, NLShD3-hDGCR8) and human DROSHA (hD3-hG2) were assessed by SDS-PAGE. hD3 is a fragment of hDROSHA (amino acids 390–1365) and hG2 is a fragment of hDGCR8 (amino acids 701–773). The blue and green arrowheads indicate the position of hDROSHA, and hDGCR8 (or hG2), respectively. **(C)** Diagrams and sequences of two human pri-miRNAs, hsa-pri-mir-31, and hsa-pri-mir-125a. **(D)** Gel showing the results from *in vitro* cleavage assays of hDROSHA and cDrosha on human pri-miRNAs. The black and blue arrowheads indicate the cleavage sites of hDROSHA and cDrosha, respectively.

# Supplementary Figure S3

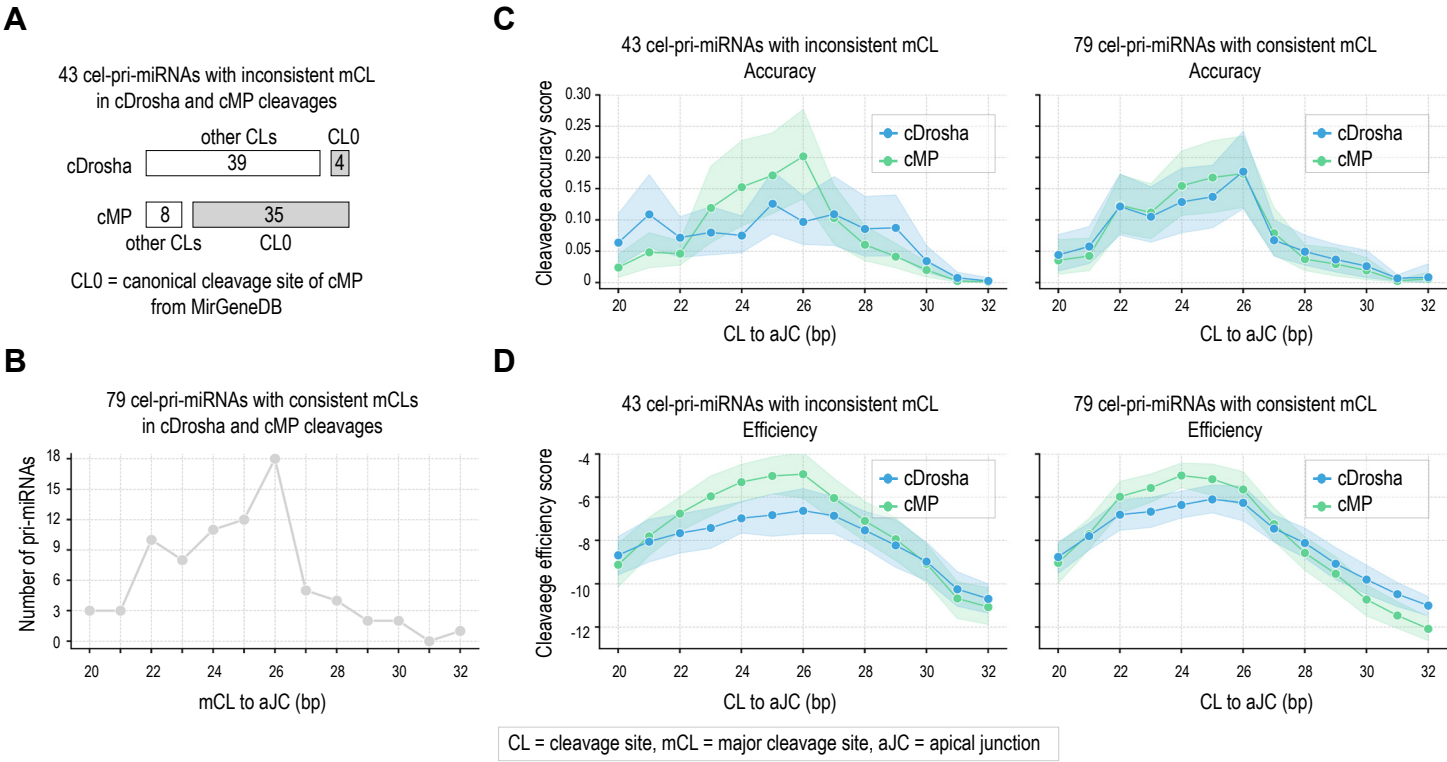

**Supplementary Figure S3.** Pasha measures ~25 bp of the upper stem. **(A)** The major cleavage sites of cDrosha and cMP in 43 cel-pri-miRNAs that had major cleavage sites distinct between the two, were classified as CL0 or non-CL0 (or other CLs). **(B)** The number of cel-pri-miRNAs containing consistent mCLs in both cDrosha and cMP cleavages at different distances to the apical junction (aJC). **(C, D)** The average (C) cleavage accuracy and (D) efficiency scores of cDrosha and cMP at different distances from the apical junction (aJC) for the two groups of cel-pri-miRNAs shown in Figure 3A. The cleavage accuracy and efficiency scores were estimated as the ratio of the products cleaved at each cleavage site to the total products cleaved at all positions and the ratio of the products cleaved at each cleavage site to the original substrate, respectively.

# Supplementary Figure S4

**A**

The example of cleavage sites measured by cDrosha or Pasha

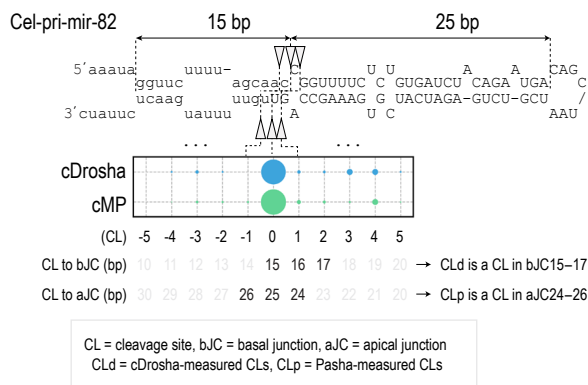

**B**

Cel-pri-miRNAs containing alternative cleavages generated by 2 cDrosha and Pasha measurements

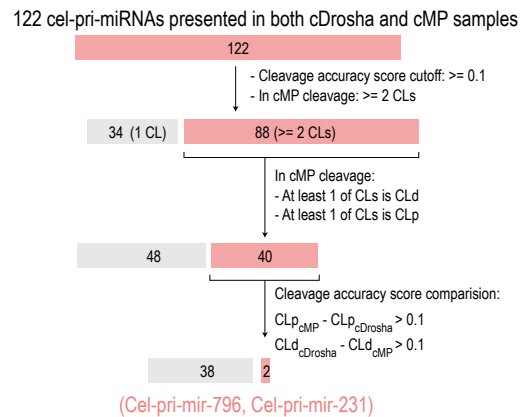

**C**

Cel-pri-mir-796

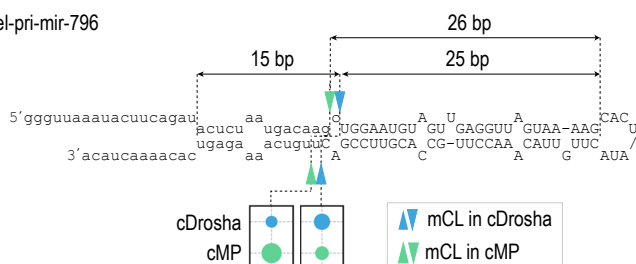

Cel-pri-mir-231

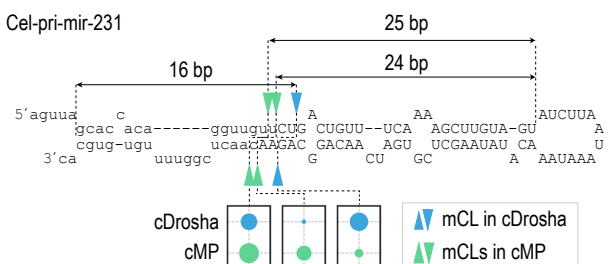

**D**

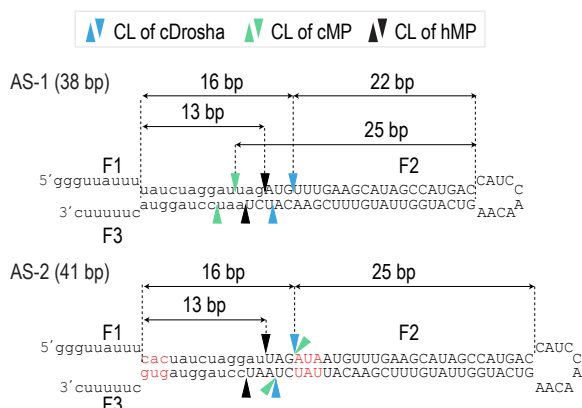

**E**

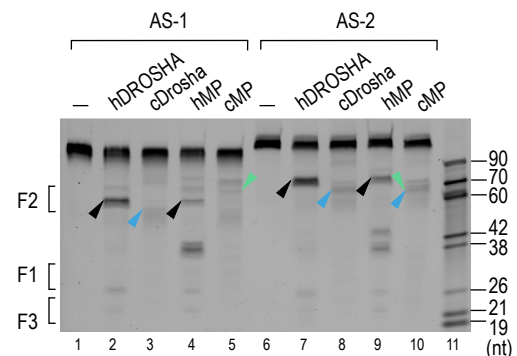

**Supplementary Figure S4.** The coordination of cDrosha and Pasha in determining the cleavage sites. **(A)** The example of cleavage sites (CL) measured by cDrosha (cDrosha-measured CL, CLd) or Pasha (Pasha-measured CL, CLp). CLd and CLp were defined as a CL in 15–17 bp from bJC (basal junction) and 24–26 bp from aJC (apical junction), respectively. **(B)** Identification of alternatively cleaved cel-pri-miRNAs by cDrosha-measured and Pasha-measured mechanisms in the HT cleavage assays. Among 122 cel-pri-miRNAs identified in cDrosha and cMP cleavage samples, we collected 88 cel-pri-miRNAs containing multiple CLs in the cMP cleavage sample, such that each CL had a cleavage accuracy score higher than 0.1. 40 of 88 cel-pri-miRNAs, containing at least one CLd and one CLp, were shortlisted. The CLp should increase its cleavage accuracy score in the cMP cleavage sample than the cDrosha cleavage sample. In contrast, the CLd should increase its cleavage accuracy score in the cDrosha cleavage sample than the cMP cleavage sample. Finally, 2 out of 40 cel-pri-miRNAs showed this expected increased CLp and CLd in the cMP cleavage and cDrosha cleavage samples, respectively ( $CLp_{cMP} - CLp_{cDrosha} > 0.1$  and  $CLd_{cDrosha} - CLd_{cMP} > 0.1$ ). **(C)** The cleavage patterns of cDrosha and cMP in cel-pri-mir-796 and cel-pri-mir-231. **(D)** Diagrams and sequences of artificial pri-miRNA substrates (AS-1 and AS-2). AS-1 comprised random nt sequences that did not map to any *C. elegans* miRNA loci, whereas AS-2 was modified from AS-1 by inserting 6 base pairs (highlighted in red) in the AS-1 stem. **(E)** Gel showing the results from the in vitro cleavage assays of hDrosha, cDrosha, hMP, and cMP for the AS-1 and -2 substrates. The black arrowhead indicate the cleavage site of hDROSHA and hMP. The blue and green arrowheads indicate the cleavage site of cMP, determined by cDrosha or Pasha, respectively.

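The same steps were applied to the deposited counts of the 127 cel-pri-miRNAs that passed for both enzymes. Accuracy scores of at least 0.1 at 2 or more CLs of cMP were found in 94 cel-pri-miRNAs. A CLd and a CLp among these CLs were present in 63, with 1 CL allowed to be both. With a threshold of 0.2 in place of 0.1, these counts were 57 and 32.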

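Both differences in accuracy score were over 0.1 in 9 cel-pri-miRNAs, namely cel-mir-231, cel-mir-796, cel-mir-1817, cel-mir-2209b, cel-mir-233, cel-mir-236, cel-mir-37, cel-mir-53 and cel-mir-799. Apart from cel-mir-231 and cel-mir-796, which the paper names, these were singled out after their values were seen. With 0.2 required both for a CL and for the differences, cel-mir-2209b and cel-mir-799 were left.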

## Supplementary Figure S5

**A**

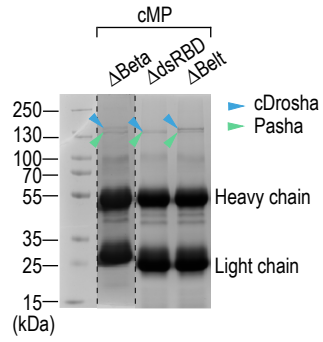

**Supplementary Figure S5.** Structural basis of cDrosha measurement. **(A)** The quality of mutant cMPs was assessed by SDS-PAGE. The positions of cDrosha and Pasha are indicated by the blue and green arrowheads, respectively. The positions of the heavy and light chains of the IgG used in the protein purification are indicated.

## Supplementary Figure S6

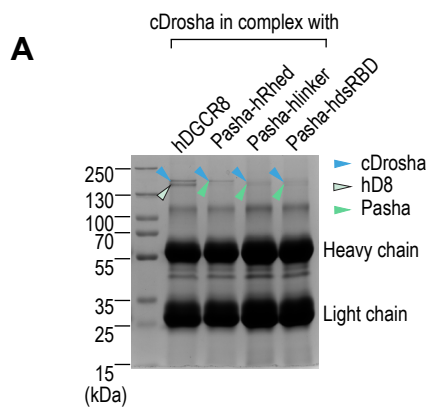

**Supplementary Figure S6.** Structural basis of Pasha measurement. **(A)** The quality of WT and mutant cMPs was assessed by SDS-PAGE. We coexpressed cDrosha containing protein G tag and hDCCR8 containing 10xHis tag. The coexpressed complex was purified sequentially by Ni-NTA resin and IgG beads. The coexistence of cDrosha and hDCCR8 after the final step of purification indicated that these two proteins interacted with each other. The positions of cDrosha, hD8, and Pasha are indicated by the blue, light green, and green arrowheads, respectively. The positions of heavy and light chains of the IgG used in protein purification are indicated.

# Supplementary Figure S7

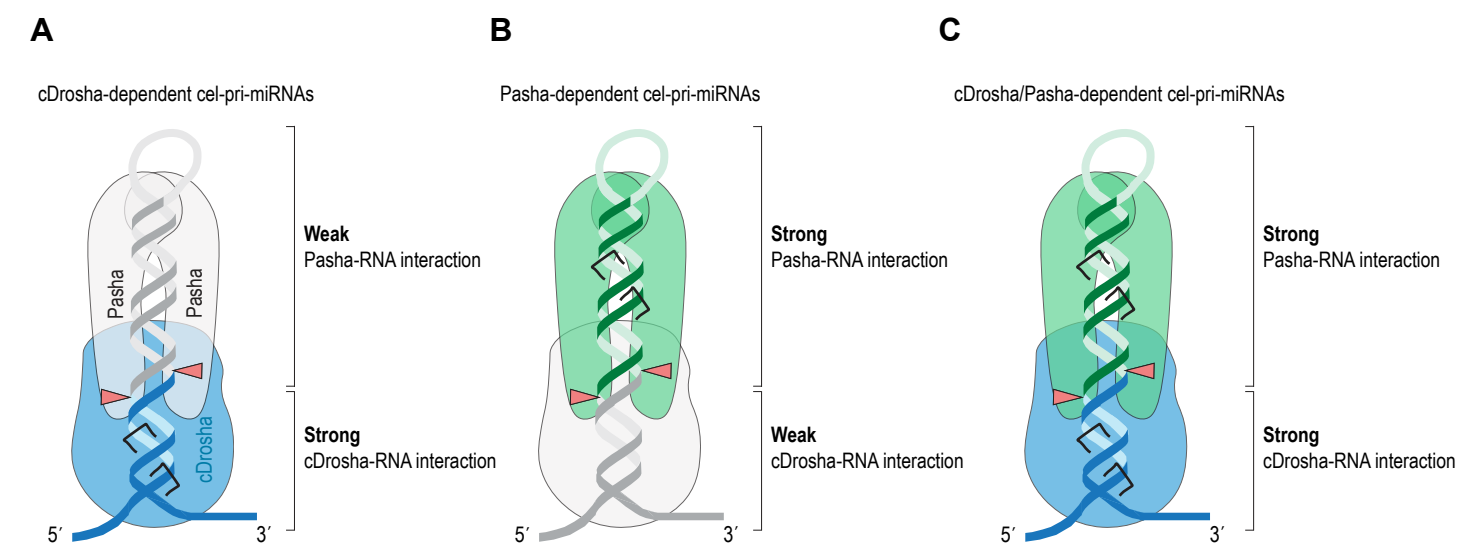

**Supplementary Figure S7.** Proposed models of cDrosha and/or Pasha-dependent pri-miRNAs. **(A)** cDrosha-dependent cel-pri-miRNAs. **(B)** Pasha-dependent cel-pri-miRNAs. **(C)** cDrosha/Pasha-dependent cel-pri-miRNAs. The red arrowheads indicate the cleavage sites of cDrosha. The black snaphooks indicate strong interaction.

How the deposited data were processed for this re-analysis (not part of the article)

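The data are counts of sequenced products of *in vitro* cleavage of 137 cel-pri-miRNAs by cDrosha, cMP, cMPΔBelt, cMPΔBeta and cMPΔdsRBD, and of the uncleaved pool as the control. Each of the 6 conditions has 1 library. The authors trimmed adapters with cutadapt, joined read pairs with fastq-join, removed low-quality reads with fastq_quality_filter and collapsed identical reads with fastx_collapser before the randomized barcodes were trimmed. They mapped the reads with bowtie2 to the 137 reference sequences, and the methods do not state the versions of these tools. The deposited values are the raw counts that this processing left, without normalization. For the control, the authors give 1 count per cel-pri-miRNA, and for the products 1 count per reference sequence, start and end position. The product table has 527344 lines, of which 133629 carry no count, and a blank was read as 0. The reference holds 138 RNA sequences with hsa-mir-16-1. The accuracy and efficiency scores of Supplementary Table S3, made by the authors from these counts, were read for comparison, and the copy used here holds 627 lines for 130 names. All columns of counts per library were used. No result stands on a genome build, since the counts refer to the reference sequences.

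Efficiency and accuracy scores were computed with the formulas of the paper's methods. Product counts were divided by the hsa-pre-mir-16-1 count of their library and multiplied by 1000. This is the normalization that the paper's methods give for the products. Control counts were scaled to a total of 1000000 (CPM), and the pseudocount was 0.1. An F2 product had its 5p-end within 5 nt of the annotated 5p-end. The paper's methods name the 5p or 3p-ends for this selection, and Supplementary Table S3 follows from both ends. With the 5p-end alone, the accuracy scores differed from those listed by up to 0.388 for cDrosha, against at most 5e-07 with both ends. Each cel-pri-miRNA needed at least 20 control counts and 20 F2 counts. Structures were predicted with RNAfold from ViennaRNA 2.7.2 for the pre-miRNA with 20-nt extensions. The junctions were the first runs of at least 3 unpaired nt on the 5p-strand from position -10 outward and from position +21 onward. Where the stem held no such run, the outermost base pair or the terminal loop was taken, respectively. Gene positions and neighbours were taken from the Ensembl 115 annotation of WBcel235, in which 136 of the 137 names were found, all but cel-let-7. Calculations were made in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

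Totals ranged from 504937 counts in the control to 2349500 in cMPΔBelt, and median F2 counts per cel-pri-miRNA from 658 in cMPΔBeta to 6619 in cMPΔdsRBD. A count of 0 allows up to 3 counts, which is at most 0.000282% of the cel-pri-miRNA product counts of a library. With 1 library per condition, no test between conditions was made. Differences between conditions are given as medians over cel-pri-miRNAs with the number in each direction, and cel-pri-miRNAs are not replicates. The offsets of the mCLs from CL0 were shuffled 10000 times among the cel-pri-miRNAs, and 10000 random lists matched on control counts in 5 quintiles were drawn for midBMW. Sampling noise of the divergence was drawn 1000 times from the pooled distribution of both libraries. For mutant mCLs that differ from cMP-WT, 10000 draws from the other sites of cMP-WT in proportion to their counts were made, a test added after the values were seen. These numbers describe the libraries at hand and are not tests of replicated experiments.

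The analysis was tested on simulated data with known answers. Stem lengths were recovered for 64 of 64 drawn hairpins and 64 of 64 folded hairpins, changes in efficiency for 131 of 131 simulated cel-pri-miRNAs, and shifted mCLs for 30 of 30. The hairpins were uninterrupted stems, so they do not test the junctions of stems with mismatches or bulges. The divergence passed 95% of the noise draws in 30 of 30 cel-pri-miRNAs with a planted change and in 6 of 101 without. Independent offsets gave a share of shuffles under 5% in 5 of 200 simulations, and offsets that follow the stem gave it in 50 of 50. Random lists with no difference gave it in 5 of 200.

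The measures, the settings and 45 alternatives were chosen before the data were examined, that is before the deposited counts but after Supplementary Table S3 had been inspected. In that inspection, 20 combinations of fold, strand and way of counting the distance had been tried on the scores of Supplementary Table S3. They gave 35 to 56 mCLs of cDrosha at 15 to 17 bp from the basal junction there. The combination used here gave the highest of these, 56, so this was known before the settings were chosen. On the deposited counts, the same 20 combinations gave 40 to 61, and the combination used, which was taken from the methods and the structures drawn in the paper, gave the highest, 61. At the apical junction of the inconsistent group, the combinations gave 18 to 29 mCLs of cMP at 24 to 26 bp, and the one used gave 26. A further 10 alternatives were chosen after seeing the data. The alternatives covered the scale of the libraries, the pseudocount, the count minimum, the window, the structure, the way of counting distances and the accuracy threshold. Genes were named by a rule set with the other choices. It covers every cel-pri-miRNA that the paper names for these assays or cleaves singly and, for each mutant, the 3 with the largest divergence among those with at least 100 F2 counts in both libraries. Names outside the rule are marked in the text. The human pri-miRNAs, the gels and the experiments with single or artificial substrates were not analysed here.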

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

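The test of breaks that are alike in every reaction was chosen only after the result was seen, and the other tests of this part were written down before their values were computed. The paper analyses products from CL-5 to CL5, so the products with a 5p-end outside this window are data that it does not report on. They made up 52.0% of the cel-pri-miRNA product counts of cDrosha, 26.7% of those of cMP, 54.1% of cMPΔBelt, 81.8% of cMPΔBeta and 32.4% of cMPΔdsRBD. The limit that a count of 0 allows is at most 0.000282% in these 5 libraries. The control counts have no positions, so the shares were not compared with the uncleaved pool. Some of these products began at the start of the transcript, from 6.50% of them in cMPΔdsRBD to 24.0% in cMPΔBelt. Others ran to the end of the transcript, from 20.9% in cMPΔdsRBD to 49.7% in cMPΔBeta. The rest were internal, from 30.4% in cMPΔBeta to 72.6% in cMPΔdsRBD.

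The values argue against a few cel-pri-miRNAs as the whole source of these products, although 5 cel-pri-miRNAs held 44.1% of the outside counts for cDrosha, 47.5% for cMP, 42.2% for cMPΔBelt, 33.2% for cMPΔBeta and 43.4% for cMPΔdsRBD. The median share outside the window over 132 cel-pri-miRNAs was 49.9% for cDrosha, close to the pooled share, and 23.2% for cMP and 83.2% for cMPΔBeta. They also argue against breaks in the pool that are alike in every reaction, since the outside counts per hsa-pre-mir-16-1 count differed by 3.88 times between cMPΔBelt (571) and cMP (147). This comparison takes the hsa-pre-mir-16-1 count as a true scale.

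Whether breaks that do not depend on an RNase III enzyme are the whole cause could not be decided from the overhangs. The products were gel-purified by size, which by itself ties the 3p-end to the 5p-end. Random pairing of the ends, used below, does not keep the lengths, so an excess over it can have either origin. Among the internal outside products of cDrosha, 13.1% had a 2-nt 3p overhang on the predicted structure, against 9.88% when 3p-ends and 5p-ends were paired at random within each cel-pri-miRNA and at most 9.99% in 1000 such pairings. For cMP, it was 8.86% against 4.93%, and for cMPΔBeta 6.43% against 2.45%. With the largest contributor left out, which was cel-mir-1830 for cDrosha and cMP and cel-mir-79 for cMPΔBeta, the shares were 7.76% against 5.30% for cDrosha, 6.72% against 3.63% for cMP and 4.05% against 1.80% for cMPΔBeta. Most of the outside products had no such overhang. Breaks or truncated transcripts may give the outside products, which stays open. The biological difference that the design gives is the enzyme, and it was not separated from differences between the preparations, since each enzyme has 1 library.

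In a few cel-pri-miRNAs, a site outside the window with a 2-nt 3p overhang held more counts than the mCL inside it. The names given here were chosen after their values were seen. For cDrosha, CL8 of cel-mir-1830 held 40379 counts against 19902 at CL0, and CL8 of cel-mir-64 held 5458 against 4273 at CL0. CL6 of cel-mir-230 held 434 against 212, and CL6 of cel-mir-357 held 183 against 174. For cMPΔBeta, it was CL6 of cel-mir-79 with 7792 against 1889 and CL8 of cel-mir-64 with 1909 against 971, and for cMPΔdsRBD it was CL8 of cel-mir-64 with 9332 against 8232. No such site was found for cMP and cMPΔBelt. CL8 of cel-mir-1830 took 21.6% of its products with cDrosha and 5.14% with cMP. One candidate explanation is annotated ends that lie away from the cut on the stem that cDrosha would measure. The sites would then lie at 15 to 17 bp from the basal junction, and 0 of the 4 cDrosha sites did. Only 4 cel-pri-miRNAs bear on this, and no other explanation was tested.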

How the results depend on the processing

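No paired analysis was possible because each condition has 1 library. The 34 results were recomputed under 45 alternatives written down with the measures and 10 that were chosen after seeing the data, which gave 111 values. Of these, 73 stayed within the interval or within 1.5 times the count of the reported result, 34 moved beyond that without a change of sign, and 4 changed sign. Counts of mCLs at CL0, of mCLs that differ between cDrosha and cMP and of detected cel-pri-miRNAs stayed within 1.5 times under each alternative run for them. Where no reason is given below, the cause was not tested.

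The share of F2 products with a 2-nt overhang moved beyond its narrow counting interval. With the overhang read from the predicted structure, it was 59.3% for cDrosha, 59.2% for cMP, 68.2% for cMPΔBelt, 72.4% for cMPΔBeta and 56.3% for cMPΔdsRBD. As the mean of the shares per cel-pri-miRNA, it was 56.2%, 58.5%, 65.3%, 67.5% and 55.2%, in the same order.

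The efficiency scores depended on the scale of the libraries and on the window. Under CPM, the median score was -1.34 for cDrosha and -0.68 for cMP, and the median difference between cMP and cDrosha was 0.56. Relative to cMP-WT, the median difference under CPM was -0.50 for cMPΔBelt, a change of sign, -2.09 for cMPΔBeta and 0.061 for cMPΔdsRBD. CPM changes each library by 1 factor, so the shift follows from the ratio of the hsa-pre-mir-16-1 shares. With both ends in the window, the median score of cDrosha was -2.34, and the median differences were 0.63 for cMP minus cDrosha, 0.27 for cMPΔBelt and 1.48 for cMPΔdsRBD. CPM together with both ends, chosen after seeing the data, gave -0.80 for cMP, 0.92 for cMP minus cDrosha, -2.36 for cMPΔBeta, and changes of sign to -0.67 for cMPΔBelt and -0.11 for cMPΔdsRBD. The pseudocount of 1 and the minimum of 100 F2 counts moved none of these medians out of their intervals. With at least 100 F2 counts, however, the interval of the median difference between cMP and cDrosha, -0.0094 to 0.47, included 0.

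With the first nt of the pre-miRNA as position 1, the difference between cel-pri-miRNAs with and without midBMW changed sign for cDrosha, to 0.62, and rose to 1.14 for cMP. Counting distances in nt of the 5p-strand raised the cDrosha mCLs of the inconsistent group at 24 to 26 from the apical junction to 11, and the median upper stem to 26. An accuracy threshold of 0.2 left 57 cel-pri-miRNAs with 2 or more CLs of cMP and 32 with a CLd and a CLp, since fewer CLs pass it. With both differences also required to be over 0.2, it left 2. The median divergence of cMPΔBeta was 0.160 when cMP-WT was compared with the mutant instead. A window of 10 nt lowered the products outside it to 32.8% for cDrosha, 19.6% for cMP, 48.0% for cMPΔBelt, 77.6% for cMPΔBeta and 17.9% for cMPΔdsRBD, since it takes in more positions.

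Under the alternatives that changed a single choice, the count of cDrosha mCLs at 15 to 17 bp from the basal junction was from 45 to 61. Over the 20 combinations of fold, strand and way of counting, it went down to 40, which is more than 1.5 times below 61. Its comparison with the shuffles depended on the structure and on the way of counting. Of the 10000 shuffles, 190 reached the count with unpaired nt on either strand, 220 with at least 100 F2 counts, 481 with both ends in the window, 606 with distances in nt and 916 with the structures of Supplementary Table S3. Of the settings chosen after seeing the data, the 25-nt extensions gave 1522 and the extensions of 30 and 25 nt gave 855.

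The depth limits cMPΔBeta most, with a median of 658 F2 counts. Differences between libraries also hold any difference between preparations, which these data have no replicates to measure.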

Differences from the paper's values

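Following the steps of Supplementary Figure S4B, 63 cel-pri-miRNAs had a CLd and a CLp, against the paper's 40. Of the alternatives set before the data were examined, an accuracy threshold of 0.2 gave 32 and a minimum of 100 F2 counts gave 60, which are both within 1.5 times the paper's value. A CLd and a CLp at different CLs, a setting chosen after seeing the values, gave 46. Both differences were over 0.1 in 9 cel-pri-miRNAs, against the paper's 2. The setting of 0.2, which was required of the differences as well as of a CL, gave 2. These were cel-mir-2209b and cel-mir-799 and not the cel-mir-231 and cel-mir-796 of the paper, which are among the 9. With at least 100 F2 counts, it was still 9. With both ends in the window, chosen after seeing the values, 63 cel-pri-miRNAs had a CLd and a CLp and 10 had both differences, without cel-mir-1817 and with cel-mir-77 and cel-mir-90. The names not given in the paper were singled out after their values were seen.

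A log2 value is taken here to reach the paper's when they differ by no more than 0.5 times the width of the 95% CI of the reported value. The paper's median global cleavage efficiency score of cMP, from the scores in Supplementary Table S3, is -0.84, and the value here was -1.54. Under CPM, set before the data were examined, it was -0.68, which is near enough by this measure, while it was -1.53 with at least 100 F2 counts, -1.66 with both ends in the window and -1.54 with a pseudocount of 1. CPM together with both ends, chosen after seeing the values, gave -0.80. The same setting returned the efficiency scores that Supplementary Table S3 lists for the 5 product libraries to within 4.99e-06.

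For cMP minus cDrosha, the paper's scores give a median difference of 0.88, and the value here was 0.27. With both ends, an alternative set before the data were examined, it was 0.63 and remained just outside by the measure above, although the 95% CI of that value, 0.48 to 0.89, holds the paper's value. The others set before the data were examined did not close the gap, with 0.23 at 100 or more F2 counts, 0.56 under CPM and 0.26 with a pseudocount of 1. CPM with both ends, chosen after seeing the values, gave 0.92.

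For cMPΔBelt minus cMP-WT, the paper's scores give -0.66, and the value here was 0.44. None of the alternatives set before the data were examined closed the gap, although CPM gave -0.50, with the sign of the paper's value. The others were 0.46 with at least 100 F2 counts, 0.27 with both ends and 0.44 with a pseudocount of 1. CPM with both ends gave -0.67, a setting chosen after seeing the values.

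For cMPΔBeta minus cMP-WT, the paper's scores give -2.34, and the value here was -3.30. CPM gave -2.09, near enough by the same measure, and the other alternatives set before the data were examined did not close the gap, with -3.23 at 100 or more F2 counts, -3.56 with both ends and -3.29 with a pseudocount of 1. CPM with both ends gave -2.36, again chosen after seeing the values.

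For cMPΔdsRBD minus cMP-WT, the paper's scores give -0.10, and the value here was 1.65. Of the alternatives set before the data were examined, CPM came to 0.061 with the opposite sign, both ends gave 1.48, and the minimum of 100 F2 counts and the pseudocount of 1 each gave 1.65. CPM with both ends, chosen after seeing the values, gave -0.11.

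The paper states that cDrosha and cMP were more efficient on cel-pri-miRNAs with midBMW (Supplementary Figure S1F). Here, the difference was -0.21 for cDrosha and 0.11 for cMP, at the 29.9th and 52.3rd percentiles of random lists. These scores used the 5p-end alone. Scores with both ends in the window, which Supplementary Table S3 follows, were not tried for midBMW. With the first nt of the pre-miRNA as position 1, set before the data were examined, the differences were 0.62 and 1.14. They were at the 87.85th and 99.1st percentiles of random lists, respectively. The paper calls the changes in efficiency of cMPΔBelt and cMPΔdsRBD minor (Figure 5D). Here, that of cMPΔdsRBD was 1.65 on the hsa-pre-mir-16-1 scale, with 130 of 131 cel-pri-miRNAs higher than with cMP-WT. Under CPM, it was 0.061, with 71 higher and 60 lower, and CPM with both ends, chosen after seeing the values, gave -0.11. That of cMPΔBelt was 0.44 on the hsa-pre-mir-16-1 scale and -0.50 under CPM.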

Other observations

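The tests of the hsa-pre-mir-16-1 scale and the tests that split the changed mCLs by the site of cDrosha were chosen only after the results were seen, and the other tests of this part were written down before their values were computed. The efficiency of cMPΔBeta was lower than that of cMP-WT, and the scale by hsa-pre-mir-16-1 is not the whole cause, since the median difference was still -2.09 under CPM. The efficiency of cMPΔdsRBD was higher, with 1.65 on the hsa-pre-mir-16-1 scale and 0.061 under CPM. Here, a higher activity and a lower recovery of hsa-pre-mir-16-1 cannot be told apart. CPM takes away a change that is shared by all products of a library, inside and outside CL-5 to CL5, whether it comes from the enzyme or from the scale. It keeps a change in the share of F2 products. For cMPΔdsRBD, that share was 67.6%, against 73.3% for cMP-WT, and the cMPΔdsRBD library has the lowest share of hsa-pre-mir-16-1, 0.0603% against 0.181% for cMP-WT. The amounts of active enzyme in the preparations were not tested.

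The larger cleavage site change of cMPΔBeta was tested against its lower depth. With each library drawn down to the same F2 counts per cel-pri-miRNA, the median divergence over 100 draws was 0.194 for cMPΔBeta, 0.0589 for cMPΔBelt and 0.0925 for cMPΔdsRBD. Fragments outside the window extend into it, with a background of 18.9% of the window counts for cMPΔBeta and 4.67% for cMP-WT by the positions from CL6 to CL10 and from CL-10 to CL-6. After this background was subtracted, the median divergence was 0.188 for cMPΔBeta, 0.0560 for cMPΔBelt and 0.0925 for cMPΔdsRBD. Neither the depth nor the background estimated in this way accounts for the larger change. The deleted region may cause the larger change of cMPΔBeta, as the paper proposes, and differences between single preparations stay open.

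Of the mCLs that differ from cMP-WT, 9 of 29 for cMPΔBeta and 10 of 25 for cMPΔdsRBD were the mCL of cDrosha. These totals do not decide on a shift to the cDrosha site, since in 13 and 8 of the cel-pri-miRNAs cDrosha and cMP share the mCL and no such shift is possible. Among these 13, the mCLs of cMPΔBeta, cMP-WT and cDrosha were clear of the next site in 5, so the shift is not the whole cause for cMPΔBeta. Among the 8 for cMPΔdsRBD, there were 2, and among 5 for cMPΔBelt also 2, which are too few to tell. The number of clear cel-pri-miRNAs taken as enough was set after these counts were seen. Where cDrosha and cMP have different mCLs, the mCL of cDrosha was used in 9 of 16 for cMPΔBeta, in 10 of 17 for cMPΔdsRBD and in 5 of 8 for cMPΔBelt. When sites were drawn from the other sites of cMP-WT in proportion to their counts, 125 of 10000 draws reached the number for cMPΔBeta, 49 that for cMPΔdsRBD and 816 that for cMPΔBelt. An mCL is a maximum, so a loss at the old mCL would favour the next most used site beyond its share of the counts. The draws do not allow for this. In these cel-pri-miRNAs, a shift of cMPΔBeta and cMPΔdsRBD toward the site of cDrosha therefore stays open. For cMPΔBelt, a shift and a change among the other sites of cMP-WT cannot be told apart with 8 cel-pri-miRNAs.

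The count of cDrosha mCLs at 15 to 17 bp from the basal junction was compared with shuffled offsets to see whether the position of CL0 on the stem gives it. In 84 of 10000 shuffles, the count of 61 was reached, which argues against the position of CL0 under the structures and the way of counting used. With the structures of Supplementary Table S3, 916 shuffles reached the count. With distances in nt of the 5p-strand on the structures with 20-nt extensions, 606 did, so a measurement from the basal junction and the position of CL0 cannot be told apart across these settings. The predicted structure and the way of counting the distance keep this open.

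For cMP in the inconsistent group, 8684 of 10000 shuffles reached the 26 mCLs at 24 to 26 bp from the apical junction, and the position of CL0 may give this count by itself. Since 34 of the 44 mCLs of cMP were CL0, the shuffles moved few of them, and a measurement by Pasha that sets CL0 in the first place would look the same.

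Each count is a number of distinct barcode and insert combinations, and 65536 barcodes of 8 random nt exist. Saturation of the barcodes would lower high counts. After correction, the largest correction of a cDrosha count was 1.51 times, and the median difference between cMP and cDrosha was still 0.27. The mCL changed in 1 cel-pri-miRNA for cDrosha, 3 for cMPΔBeta and 0 for the other libraries.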
